# Genome-wide identification of microRNA targets reveals positive regulation of the Hippo pathway by miR-122 during liver development

**DOI:** 10.1038/s41419-021-04436-7

**Published:** 2021-12-14

**Authors:** Yin Zhang, Ye-Ya Tan, Pei-Pei Chen, Hui Xu, Shu-Juan Xie, Shi-Jun Xu, Bin Li, Jun-Hao Li, Shun Liu, Jian-Hua Yang, Hui Zhou, Liang-Hu Qu

**Keywords:** Differentiation, miRNAs

## Abstract

Liver development is a highly complex process that is regulated by the orchestrated interplay of epigenetic regulators, transcription factors, and microRNAs (miRNAs). Owing to the lack of global in vivo targets of all miRNAs during liver development, the mechanisms underlying the dynamic control of hepatocyte differentiation by miRNAs remain elusive. Here, using Argonaute (Ago) high-throughput sequencing of RNA isolated by crosslinking immunoprecipitation (HITS-CLIP) in the mouse liver at different developmental stages, we characterized massive Ago-binding RNAs and obtained a genome-wide map of liver miRNA-mRNA interactions. The dynamic changes of five clusters of miRNAs and their potential targets were identified to be differentially involved at specific stages, a dozen of high abundant miRNAs and their epigenetic regulation by super-enhancer were found during liver development. Remarkably, miR-122, a liver-specific and most abundant miRNA in newborn and adult livers, was found by its targetome and pathway reporter analyses to regulate the Hippo pathway, which is crucial for liver size control and homeostasis. Mechanistically, we further demonstrated that miR-122 negatively regulates the outcomes of the Hippo pathway transcription factor TEAD by directly targeting a number of hippo pathway regulators, including the coactivator TAZ and a key factor of the phosphatase complex PPP1CC, which contributes to the dephosphorylation of YAP, another coactivator downstream of the Hippo pathway. This study identifies for the first time the genome-wide miRNA targetomes during mouse liver development and demonstrates a novel mechanism of terminal differentiation of hepatocytes regulated by the miR-122/Hippo pathway in a coordinated manner. As the Hippo pathway plays important roles in cell proliferation and liver pathological processes like inflammation, fibrosis, and hepatocellular carcinoma (HCC), our study could also provide a new insight into the function of miR-122 in liver pathology.

## Introduction

The liver is a highly organized structure formed by the interaction of many cells and tissues. Liver development is orchestrated by numerous transcription factors, epigenetic regulators, and microRNAs (miRNAs). MiRNAs are key regulators in cell signaling pathways and play important roles in cell differentiation and organ development [1–4]. An increasing number of studies have revealed that liver cell differentiation is accompanied by the strictly dynamic regulation of numerous miRNAs [5]. More importantly, each miRNA may regulate multiple targets involved in different signaling pathways in a spatial and temporal manner. To date, several hundred miRNAs with different abundances have been identified in liver cells; however, owing to the lack of global in vivo targets of all these miRNAs during liver development, the mechanisms underlying the dynamic control of the differentiation of hepatocytes and liver morphogenesis by miRNAs remain elusive.

The Hippo pathway is a critical regulator of liver organ size, homeostasis, and pathological states such as HCC [6–9]. The activity of the Hippo pathway is continually elevated for the maintenance of differentiated hepatocyte state during the liver development, while inactivation of Hippo pathway in vivo is sufficient to dedifferentiate adult hepatocytes into progenitor-like cells [10, 11]. In the canonical Hippo pathway, Yap is phosphorylated by the protein kinase cascade, leading to the exit of Yap from the nucleus, which inhibits its coactivator function. Phosphatase dephosphorylates YAP, which results in its nuclear accumulation and promotes cell proliferation through working together with TEAD transcription factors [7]. The outcome of the Hippo pathway can also be regulated by the other molecules that influence the transcriptional activities of TEAD [7]. The coordinated dynamic change in Hippo signaling and miRNAs, as well as the regulation of the pathway activity by miRNAs during liver development, is a very interesting question to explore. Moreover, previous studies have showed that miR-122 is not only the major regulator of terminal differentiation during the liver development, but also an important tumor suppressor [12–14]. Knockout of miR-122 resulted in a high incidence of HCC in mouse [15, 16]. However, the underlying mechanisms, especially the details of key pathways regulated by miR-122 were not fully elucidated. Deeply and systematically analysis of miR-122 targets may provide clues to discover new mechanisms for controlling liver tumorigenesis.

Ago HITS-CLIP and its variant technologies provide good opportunities for the systematic study of miRNA targets in vivo [17]. In this study, we conducted Ago HITS-CLIP and performed genome-wide identification of miRNA targets of the mouse liver at different developmental stages. We found the coordination of epigenetic regulation signals with the dynamic changes of high abundant miRNAs during liver development, and we also characterized five clusters of miRNAs and their targetomes respectively. Importantly, miR-122 was identified as a key regulator for the terminal differentiation of hepatocytes via regulating the Hippo pathway. This study provides comprehensive microRNA targetomes during mouse liver development and demonstrates a novel mechanism of terminal differentiation of hepatocytes regulated by the miR-122- Hippo pathway in a coordinated manner.

## Results

### Characterization of Ago-binding RNAs in the developing livers of mice

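Ago HITS-CLIP crosslinks RNA to the Ago proteins with ultraviolet light in intact tissue, recovers the complexes with antibodies and sequences the bound RNA, so that the miRNAs held by Ago and the mRNA fragments beneath them are both read. Mouse livers at e12.5, e15.5, e18.5, postnatal day 7 (P7) and 6 to 8 weeks of age (adult) received 3 exposures to 254 nm light at 0.2 J/cm2. Ago2 was precipitated at every stage, and Ago1 antibodies were added for the P7 and adult livers only, so the antibody and the stages after birth cannot be told apart. The values given here come from 1 table of miRNA-target interactions per stage, without labelled replicates, and every difference between stages is a difference between those tables. The paper's methods name 2 biological replicates for Ago2, and the labels give 1 sample per stage. The authors mapped the reads to mm10 (GRCm38), grouped overlapping reads into clusters, and scanned the clusters for seed matches of all known mouse miRNAs. Each entry of a table is a seed-matched site with its position, its seed type (6mer, 7mer-A1, 7mer-m8 or 8mer), the highest number of reads in its cluster, its predicted duplex, a conservation score, and the genes and regions it lies in. The read numbers are not scaled to library size, and no cluster with fewer than 5 reads is listed. The column of read numbers is named for the miRNA target at e12.5 and for the peak at the other stages. Both were taken as the highest number of reads in the cluster, and comparisons of read numbers with e12.5 rest on this. The tables hold 1250128 entries at e12.5, 393130 at e15.5, 390768 at e18.5, 761121 at P7 and 459112 in adult liver. Each embryonic table consists of 2 lists with their own cluster numbers, and the labels do not say what sets the lists apart. Both lists were used, and clusters of the 2 lists that overlapped on the same strand were counted once. Each interaction name also carries a whole number per miRNA, which was taken as the read count of that miRNA, and the tables do not state what this number is. Where a miRNA carried several numbers, 1 for each gene copy, the highest was used.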

To explore the dynamic changes of Ago-binding miRNAs and their mRNA targets, the Ago HITS-CLIP technique was performed on mouse livers harvested from different developmental stages (Fig. 1A). After confirming the specific immunoprecipitation of Ago2 and Ago1 (Fig. S1), the Ago-binding RNAs were analyzed by autoradiography. One band representing Ago-bound miRNAs and an upper band representing Ago-bound mRNAs were observed (Figs. 1B, S2). Using high-throughput sequencing, more than 20 million reads were produced from each sample, with >70% mapped to the mouse genome (Table S1). 

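The paper's own read totals for these libraries, from Table S1, are 67897472 at e12.5, 26518252 at e15.5, 22049975 at e18.5, 20229361 at P7 and 30524418 in adult liver. The interaction tables hold only the part of each library that fell into clusters with a seed-matched site. These clusters numbered 208193 at e12.5, 81121 at e15.5, 76948 at e18.5, 124781 at P7 and 81194 in adult liver. The highest read numbers of the clusters, added over both lists where a table has 2, came to 44867326, 16519549, 13008703, 16499162 and 24885228 in the same order. Before clusters of the 2 lists were joined, the median cluster had 25 reads at e12.5, 28 at e15.5, 16 at e18.5, 14 at P7 and 20 in adult liver. The share of reads mapped to the genome was not analysed here, since the tables hold no unmapped reads.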

The length distribution showed a peak at 22 nt, representing miRNAs (Fig. 1C), which was consistent with the autoradiography results.

**Fig. 1:**
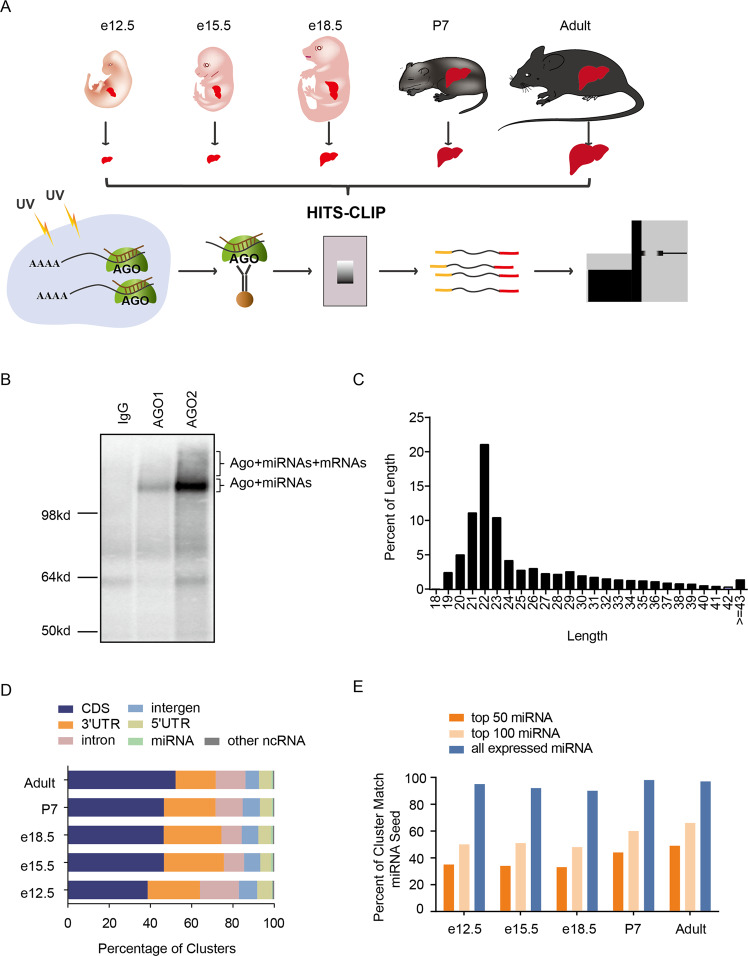
Genome-wide identification and characterization of miRNA-target interactions in developing mouse livers by Ago HITS-CLIP. **A** Workflow for performing Ago HITS-CLIP of different stages of liver development. **B** Autoradiography results of Ago and Ago-binding RNAs generated by HITS-CLIP. **C** Length distribution of RNA tags from Ago HITS-CLIP. **D** Genome location distribution of Ago-binding RNA clusters. **E** Proportion of 3’UTR tags possessing miRNA seed sequences.

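A cluster was counted as an mRNA cluster when at least 1 of its sites was listed under a 3′UTR, CDS or 5′UTR, and a cluster listed under several regions was counted in each of them. The e12.5 table held 95118 such clusters, the e15.5 table 45083, the e18.5 table 42466, the P7 table 80134 and the adult table 53533. Shares of all clusters of a table are given with Wilson 95% confidence intervals. These cover counting error only, because each stage has 1 table without labelled replicates, and the tables carry no molecular identifiers. The lists of a stage could differ by more than these intervals. At e18.5 the CDS held 29.1% of the clusters of the first list and 46.3% of the second. The CDS held 28.0% of the clusters at e12.5 (27.8 to 28.2), 34.9% at e15.5 (34.6 to 35.2), 35.0% at e18.5 (34.6 to 35.3), 42.0% at P7 (41.8 to 42.3) and 48.0% in adult liver (47.7 to 48.4). The 3′UTR held 18.9% at e12.5 (18.8 to 19.1), 22.5% at e15.5 (22.2 to 22.7), 21.0% at e18.5 (20.7 to 21.3), 23.7% at P7 (23.5 to 24.0) and 19.6% in adult liver (19.3 to 19.9). The 5′UTR held between 2.41% at e12.5 and 3.60% in adult liver. The alternative that moved these shares most took the mRNA clusters alone as the whole, and the CDS then held 72.9% and the 3′UTR 29.7% in adult liver. That alternative was chosen after the shares had been seen.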

We identified ~30,000 high-confidence mRNA clusters, ~40%, 30%, and 6% of which were mapped to CDSs, 3′UTRs, and 5′UTRs of mRNA, respectively (Figs. 1D, S3 and Table S2). Although many reports suggest that miRNAs function by preferentially binding at the 3′UTR of mRNAs, comparable levels of Ago bound to the CDS and 3′UTR of mRNAs have been observed in Ago CLIP experiments [18–21].

We next analyzed the relationship between Ago-binding mRNA clusters and miRNAs “seed region” present in the liver samples. We found that ~50% of the clusters in the 3′UTR, contained at least one seed-matched site to the top 100 expressed miRNAs and >90% of the clusters had targeting sites if all expressed miRNAs were considered (Fig. 1E).

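The miRNAs of each library were ranked by their read counts, and a 3′UTR cluster was counted when it held a listed site of at least 1 of the top 100. This was so for 18469 of 39452 3′UTR clusters at e12.5, a share of 46.8% (46.3 to 47.3). The share was 51.5% (50.8 to 52.2) of 18219 clusters at e15.5, 48.1% (47.4 to 48.9) of 16150 at e18.5, 45.8% (45.3 to 46.4) of 29603 at P7 and 48.9% (48.1 to 49.7) of 15914 in adult liver. Counting only sites with at least 7 matched bases moved these shares most, to 29.0% at e12.5 and 32.1% in adult liver. The tables list only clusters with a site, so the share of clusters with a site of any miRNA was estimated from the cluster numbers, as the number of clusters listed divided by the highest cluster number. It was 93.3% at P7 and 89.5% in adult liver. In the first and second lists it was 84.3% and 91.0% at e12.5, 76.5% and 84.5% at e15.5, and 79.4% and 87.8% at e18.5. This estimate takes the cluster numbers to run without gaps, covers all regions and not the 3′UTR alone, and rests on every miRNA in the table.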

Collectively, for the first time, we obtained comprehensive datasets with a total of more than one million of miRNA-mRNA interactions of mouse livers at five different developmental stages.

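Every entry listed under a 3′UTR, CDS or 5′UTR was counted as an interaction, once for each of these regions, and the lists of the embryonic tables were added up. A miRNA with several gene copies has entries for each copy. The 5 libraries together held 2212063 interactions, and 1800134 when each combination of miRNA, gene and region was counted once per library. Limiting these combinations by the reads of the miRNA or by seed length as well, chosen after the values had been seen, lowered the total further. There were 766054 interactions at e12.5, 266206 at e15.5, 270418 at e18.5, 559759 at P7 and 349626 in adult liver. Of those at e12.5, 294739 lay in 3′UTRs, 440809 in CDSs and 30506 in 5′UTRs. In adult liver 92023 lay in 3′UTRs, 242580 in CDSs and 15023 in 5′UTRs. Most sites were short, and 6mers made up 52.9% of the entries at e12.5, 51.4% at e15.5, 50.9% at e18.5, 51.7% at P7 and 51.6% in adult liver.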

### Dynamic changes of high abundant miRNAs and their epigenetic regulation during mouse liver development

To characterize the expression of all miRNAs during liver development, hierarchical clustering analysis was used to reveal the dynamic changes of miRNA profiles (Fig. 2A). Based on the expression pattern of each miRNA, five miRNA clusters, with expression enriched in e12.5 (Cluster I), e15.5 (Cluster II), e18.5 (Cluster III), P7 (Cluster IV), and adult liver (Cluster V) were identified (Table S3). This profile implies that several hundred miRNAs, regardless of their abundance, are differentially involved in the specific stages of liver development. 

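The miRNAs that Table S3 assigns to the 5 clusters were looked up in the miRNA read counts. Table S3 lists 185 miRNAs, and 177 of them were found by name. Of these 177, 162 (91.5%) had their highest share of the miRNA reads in the library of the stage to which Table S3 assigns them. By cluster, this was so for 36 of 39 miRNAs found for e12.5, 27 of 30 for e15.5, 21 of 22 for e18.5, 41 of 44 for P7 and 37 of 42 for adult liver. The other 15 peaked in another library, and of the e12.5 and e15.5 clusters, 3 miRNAs each peaked at the other of these stages.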

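The miRNA read counts added up to 25546696 at e12.5, 10100639 at e15.5, 7781484 at e18.5, 12048589 at P7 and 22917686 in adult liver. The miRNAs drawn in Fig. 2B are miR-122-5p, let-7c-5p, miR-16-5p, miR-194-5p, miR-126-3p, miR-30a-5p, miR-26a-5p, miR-92a-3p, miR-136-5p, miR-451a, miR-144-3p and miR-142-3p. Together they held 73.0% of the miRNA reads at e12.5, 69.5% at e15.5, 67.2% at e18.5, 58.1% at P7 and 67.5% in adult liver. At these depths the 95% intervals of the shares extend by less than 0.1 percentage points to either side. The intervals cover counting error only, and the 2 lists of a stage could differ by far more. At e12.5 miR-144-3p held 12.0% of the first list and 24.3% of the second, and the 12 miRNAs held 70.6% of the first. Summing all miRNAs with the same seed moved the shares of the 12 miRNAs most, to 78.3% at e12.5 and 78.7% in adult liver.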

A dozen of highly expressed miRNAs that accounted for 60% of the total Ago-binding miRNAs were found to dramatically decrease or increase during the development (Fig. 2B). 

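miR-142-3p held 32.2% of the miRNA reads at e12.5 and 37.1% at e15.5, where it was the most abundant miRNA in both libraries. miR-144-3p held 21.7% and 10.2%, miR-451a 6.98% and 3.53%, miR-136-5p 3.11% and 4.53%, and miR-92a-3p 0.956% and 0.917% in the same libraries. The sum of these 5 miRNAs was 64.9% at e12.5 and 56.3% at e15.5.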

The most abundant miRNAs in clusters I and II are known hematopoiesis and stem cell-related miRNAs, such as miR-142, miR-144, miR-451, miR-136, and miR-92, constituting >60% of total of the miRNAs at early stages. 

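The summed share of miR-142-3p, miR-144-3p, miR-451a, miR-136-5p and miR-92a-3p was 39.6% at e18.5, 13.9% at P7 and 6.70% in adult liver. At e18.5 miR-142-3p alone held 23.9% of the miRNA reads and miR-144-3p 9.58%, and these remained the highest and second highest shares of that library.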

After evacuation of the hematopoietic system from the fetal liver at e18.5, the expression of these miRNAs dropped sharply to ~6% (Fig. 2B). Conversely, metabolism- and differentiation-related miRNAs such as let-7, miR-122, and miR-194 that represent the high abundant miRNAs in clusters IV and V [14, 22, 23], were promptly upregulated during development and reached a maximum level at the P7 and in adults (Fig. 2B). It is evident that the high abundant miRNAs could be divided into two categories: development-upregulated and development-downregulated miRNAs (Fig. 2C).

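let-7c-5p rose from 0.464% of the miRNA reads at e12.5 to 0.999% at e15.5, 2.49% at e18.5, 10.9% at P7 and 15.6% in adult liver. miR-122-5p held 1.44% at e12.5, 4.33% at e15.5, 9.20% at e18.5, 12.3% at P7 and 11.2% in adult liver. miR-194-5p held 0.652%, 1.68%, 2.46%, 9.29% and 10.0% in the same order. let-7c-5p and miR-194-5p were highest in adult liver, and miR-122-5p at P7.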

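Between the e12.5 and adult libraries, with 1 rpm added to each value, the log2 change was 5.07 for let-7c-5p, 3.94 for miR-194-5p, 3.07 for miR-126-3p, 2.96 for miR-122-5p, 2.01 for miR-16-5p, 1.87 for miR-26a-5p and 1.38 for miR-30a-5p. It was -6.57 for miR-136-5p, -3.82 for miR-144-3p, -3.61 for miR-92a-3p, -3.27 for miR-451a and -2.89 for miR-142-3p. Computed from the first or the second list of the e12.5 table alone, all 12 values kept their sign. The lists moved miR-451a most, to -4.19 with the first and -2.88 with the second.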

**Fig. 2:**
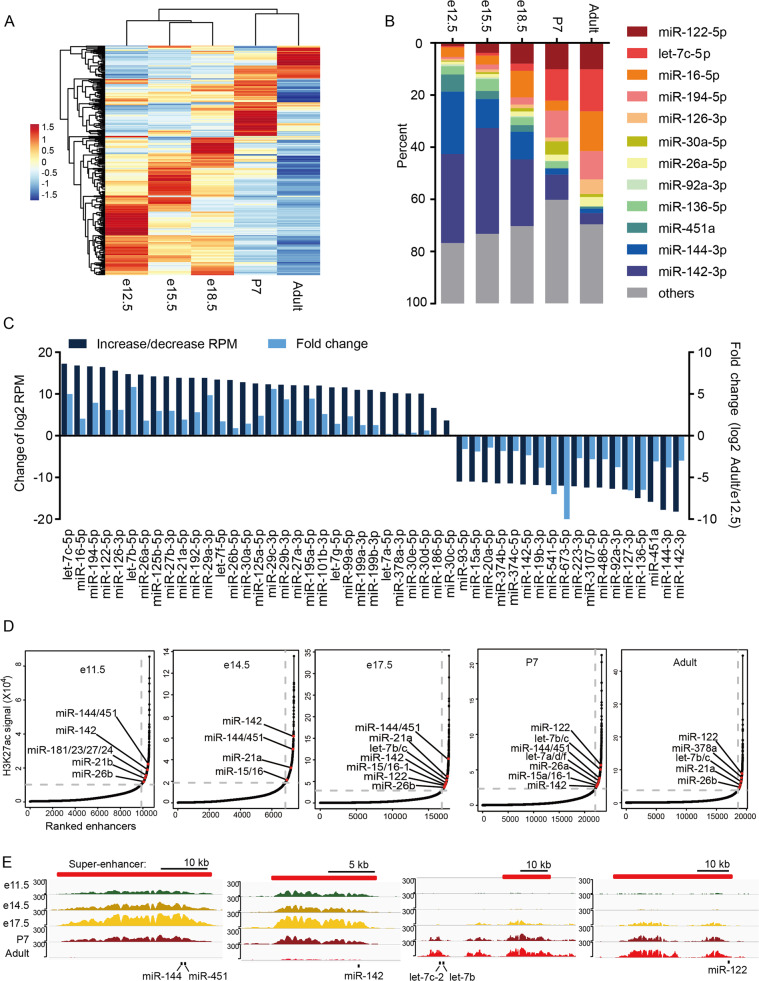
Dynamic changes of high abundant miRNAs and their epigenetic regulation during mouse liver development. **A** Cluster analysis of differentially expressed miRNAs during mouse liver development. **B** Changes in the most highly expressed miRNAs during mouse liver development. **C** Increase or decrease of miRNA of adult liver compared with e12.5; left *Y*-axis: increased or decreased FPKM (log2), right *Y*-axis: log2-fold change. **D** Hockey stick plots of H3K27ac signals of mouse liver at different developmental stages, super-enhancer-associated miRNAs are highlighted. **E** ChIP-seq profiles of H3K27ac near super-enhancer-associated miRNA loci of mouse liver at different developmental stages. The predicted super-enhancers regions are depicted as red bars. The *y*-axis represents reads per million (rpm) of ChIP-seq.

Super-enhancers are involved in regulating the expression of highly abundant and tissue-specific expression of miRNAs, which is critical for controlling cell identity [24–26], we, therefore, analyzed the super-enhancer signals during liver development by using H3K27ac ChIP-seq datasets [27]. As expected, a majority of highly expressed miRNAs were found to be driven by super-enhancers in a dynamic manner (Fig. 2D), which was consistent with the expression pattern from our HITS-CLIP data. For example, The H3K27ac signals of hematopoiesis-related miRNAs miR-142 and miR-144/miR-451 were very high at the early stages, but gradually decreased during development. While the signals of differentiation-related miRNAs such as let-7 and miR-122, increased and reached a maximum at the adult stage (Fig. 2E). Therefore, these analyses demonstrated that the super-enhancer signals coordinated with dynamic changes of high-abundance miRNA expression during development. We discovered that miR-122 was driven by the super-enhancer, providing a compelling reason for its tissue-specific and high-abundant expression in the adult mouse liver.

### Genome-wide identification and biological involvement analyses of miRNA targets during liver development

MiRNAs guide Ago proteins to bind to their target sites, the Ago binding sites of mRNAs should switch with the dynamic changes of the miRNA profile. Therefore, we analyzed the enriched motif of Ago-binding sites, and found the enriched motif of 3’UTR switched dynamically during development, which corresponded well to the change in the highly expressed miRNAs (Fig. 3A). 

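The miRNA whose seed a 3′UTR cluster matches can be counted directly from the listed sites. For each of the 12 miRNAs of Fig. 2B, the 3′UTR clusters with and without a site of that miRNA were compared between the e12.5 library (39452 clusters) and the adult library (15914 clusters) by two-sided Fisher's exact tests, adjusted by the Benjamini-Hochberg method over the 12 comparisons. Each test compares these libraries and not the stages, since neither has a labelled replicate. Sites of miR-122-5p lay in 1.01% of the clusters at e12.5 and in 3.66% in adult liver (log2 odds ratio 1.90, adjusted exact p = 2.18e-89). Sites of let-7c-5p rose from 0.768% to 2.29% (log2 odds ratio 1.60, adjusted exact p = 8.05e-44). The share was also larger in adult liver for miR-194-5p, miR-30a-5p, miR-126-3p and miR-26a-5p, with log2 odds ratios from 0.58 to 1.04. The share of miR-16-5p, 3.13% at e12.5 and 3.46% in adult liver, did not differ (log2 odds ratio 0.15, adjusted exact p = 0.0524). Sites of miR-451a fell from 0.730% to 0.151% (log2 odds ratio -2.28, adjusted exact p = 1.29e-19). The share was also smaller in adult liver for miR-142-3p (log2 odds ratio -0.68, adjusted exact p = 1.19e-05), miR-136-5p, miR-92a-3p and miR-144-3p. In all, 6 of the 12 miRNAs had a larger site share in adult liver and 5 a smaller one. Counting genes in place of clusters moved this most, to 3 larger and 7 smaller. All 12 log2 odds ratios were then lower, and the e12.5 library listed more clusters per gene (39452 in 8411 genes, against 15914 in 5752). The paper reasons that miRNAs direct Ago to its sites, so that the sites should change along with the miRNA profile, and takes the motifs of the 3′UTR clusters as the readout of this.

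**Figure D1:**
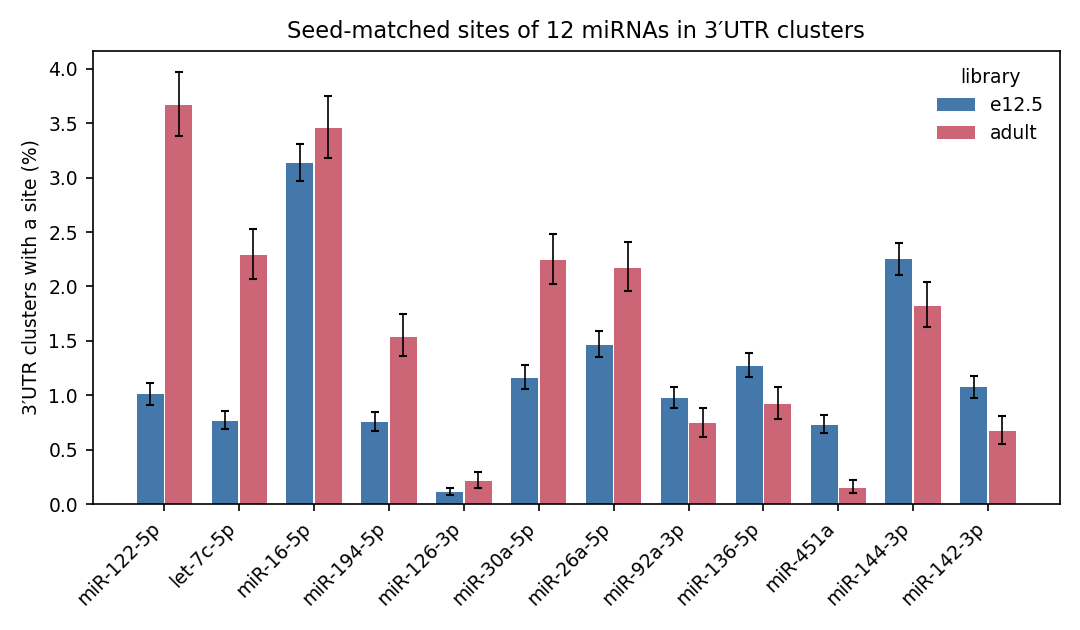
Share of 3′UTR clusters (%) with a listed site of each of the 12 miRNAs in the e12.5 and adult libraries, with Wilson 95% confidence intervals. The share of miR-122-5p was 1.01% at e12.5 and 3.66% in adult liver, and that of miR-451a 0.730% and 0.151%.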

For example, at e12.5, the most significantly enriched motifs matched miR-142 and miR-451 “seed regions”, while in the adult mouse liver, the motifs switched to the terminal differentiation-specific miRNAs miR-122, let-7.

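Hexamers were counted in the sequence within 25 nt of the middle of each 3′UTR cluster and divided by the number expected from a Markov model of order 3 fitted to the same sequences, and the 4096 hexamers were ranked by this ratio. At e12.5, ACGGTT, which pairs with the seed of miR-451a, had rank 6 with 303 occurrences, 1.91 times the expected number. CACTAC, which pairs with the seed of miR-142-3p, had rank 44, and ACACTA, which pairs with the same seed 1 base further on, had rank 7 with 703 occurrences. TACCTC (let-7) had rank 75 and CACTCC (miR-122-5p) rank 620. In adult liver, TACCTC had rank 4 with a ratio of 2.06, CACTCC rank 11 with 724 occurrences and a ratio of 1.85, CACTAC rank 608 and ACGGTT rank 1925 with a ratio of 0.998. The rank of CACTCC was 94 at e15.5, 17 at e18.5 and 16 at P7, and that of ACGGTT 4, 7 and 35. Several of the hexamers ranked above these contain CG and are rare, such as CGCCGC, which was first at e12.5 with 67 occurrences. The ranks depended on the background model. With a Markov model of order 4, CACTCC had rank 128 at e12.5 and 139 in adult liver, so its rise was lost, TACCTC 122 and 36, ACGGTT 141 and 3041, and CACTAC 124 and 571. The clusters are listed because they hold a seed match of some miRNA, so a background of clusters without a site could not be drawn from the tables.

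**Figure D2:**
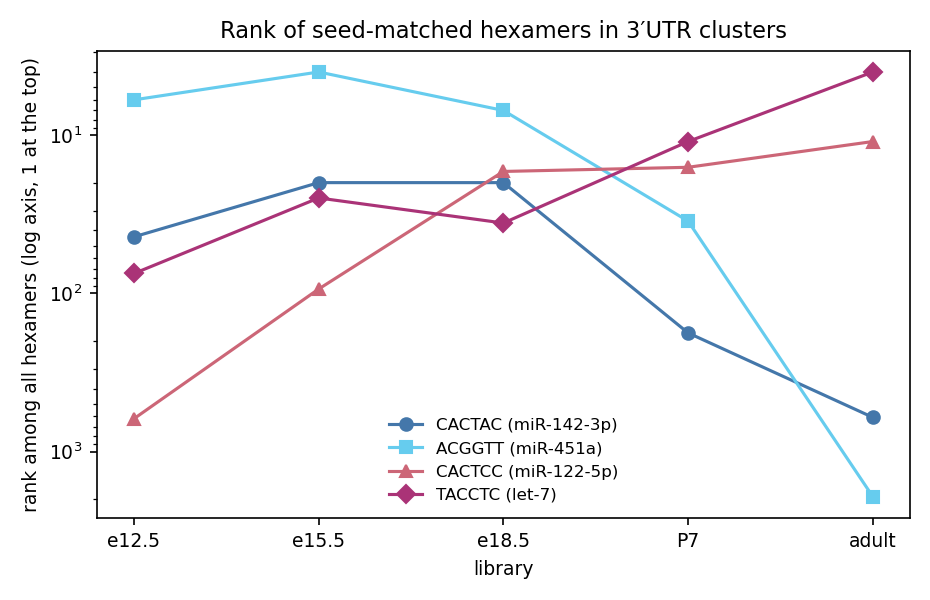
Rank of 4 seed-matching hexamers among the 4096 hexamers in 3′UTR clusters of the 5 libraries, on a logarithmic axis. CACTCC had rank 620 at e12.5 and rank 11 in adult liver, and ACGGTT rank 6 and rank 1925.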

**Fig. 3:**
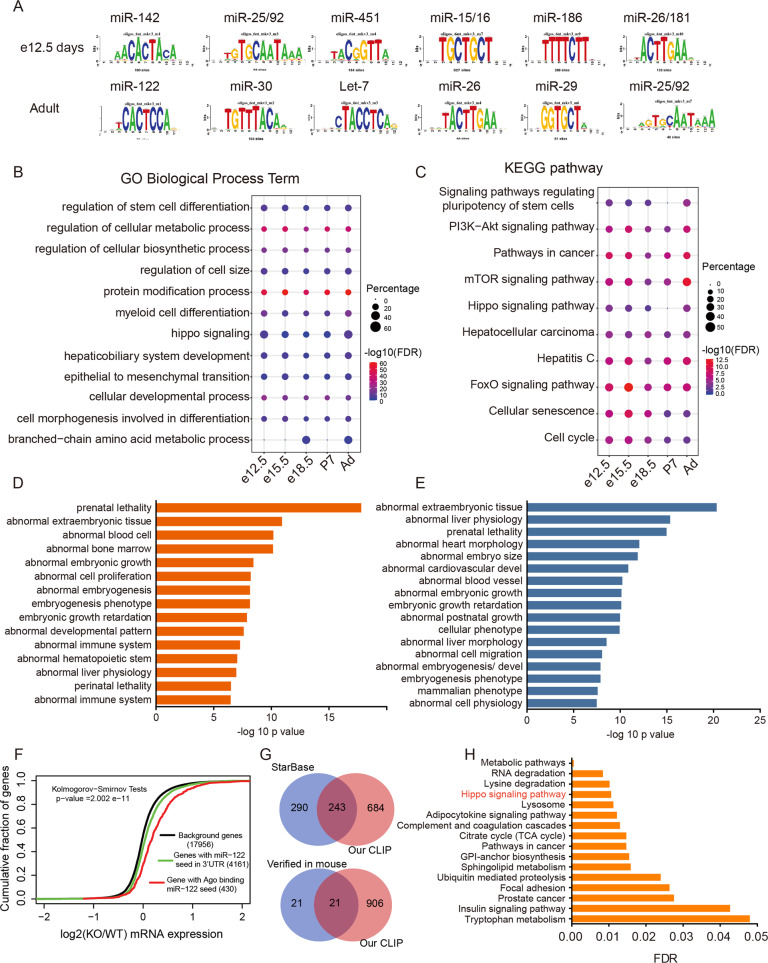
Genome-wide identification and biological involvement analyses of miRNA targets during liver development. **A** Motif analysis of Ago2-bound mRNAs representative of the developmental stages of liver. Up panel: e12.5, bottom panel: adult. **B** Representative of enriched Gene ontology (GO) biological process terms of targets of five clusters miRNAs. FDR false discovery rate; percentage, number of genes involved in a particular term divided by total genes in this term. **C** Representative of enriched KEGG pathways of targets of five clusters miRNAs. **D** Mammalian Phenotype (MP) Ontology enrichment analysis of targets of top 5 development-downregulated miRNAs. **E** MP Ontology enrichment analysis of targets of top 5 development-upregulated miRNAs. **F** Gene expression differences assessed by microarray analysis of background genes and targets predicted by seed in the 3′UTR or miR-122 between WT and miR-122 KO mice. 3′UTR targets identified by Ago HITS-CLIP. The gene expression data of WT and miR-122 KO mice were reported by Hsu et al. [15] and obtained from the GEO dataset (GSE20610). *p* values were calculated with a one-sided Kolmogorov−Smirnov test. **G** Venn diagram showing the overlap between mouse miR-122 targets identified by Starbase and our HITS-CLIP (up panel). Overlap between experimentally validated mouse miR-122 targets and our HITS-CLIP (bottom panel). The experimentally validated mouse miR-122 targets were obtained by integrating miRecords [64] and miRTarBase [65], two widely used databases collecting miRNA targets reported in the literature. **H** KEGG analysis of miR-122 targets identified by our Ago HITS-CLIP.

Based on the miRNA-mRNA interactions, the functional in vivo targets of the five miRNA clusters were predicted (Table S3), which provides a genome-wide survey of miRNA targets correlated to the dynamic changes of miRNA expression during the liver development. 

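Targets of the miRNAs of each cluster in Table S3 were taken from the 3′UTR interactions of the library of the same stage. This gave 14791 miRNA-gene pairs at e12.5, covering 5113 genes, 3962 pairs at e15.5, 3111 at e18.5, 11249 at P7 and 10502 in adult liver. The paper's Table S3 counts 12627, 3888, 2940, 9863 and 7985 pairs in the same order. Only part of the pairs in Table S3 could be read, since its cells end early. Of the paper's readable pairs, 83.7% were found at e12.5, 80.8% at e15.5, 81.2% at e18.5, 85.7% at P7 and 85.0% in adult liver. Taking targets from all 5 libraries raised the number to 39608 pairs for the adult miRNAs, and the first list alone lowered it to 603 pairs at e15.5.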

GO and KEGG analysis of these targets showed significant enrichment of many processes that are crucial for liver development and function. Although targets of different miRNA clusters shared many important pathways or biological processes, dynamic changes of enrichment score were also observed at different stages (Fig. 3B, C).

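Genes with a 3′UTR site were counted over the 5 libraries for the miRNAs of Table S4. This gave 1333 genes for miR-144-3p, 1139 for miR-122-5p, 874 for miR-136-5p, 742 for miR-194-5p, 636 for miR-142-3p, 374 for miR-451a, 296 for miR-126-5p and 161 for miR-127-3p. With genes required in at least 2 libraries, the numbers were 654, 556, 252, 282, 304, 198, 78 and 53 in the same order. Of the paper's genes that could be read from Table S4, 94.9% were found for miR-142-3p, 94.8% for miR-194-5p, 94.4% for miR-122-5p, 90.6% for miR-144-3p, 85% for miR-127-3p, 83.3% for miR-136-5p and 66.3% for miR-126-5p. The list for miR-451a could be read only in part, and 90.2% of that part were found.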

We further analyzed the targets of the representatives of the classes of miRNAs that were highly expressed in early and late developmental stages (Table S4) by Mammalian Phenotype (MP) Ontology analysis [28]. Although all the miRNA targets were significantly enriched during embryo development processes, the development-downregulated miRNA targets were preferentially enriched in the development of blood cell and immune system (Fig. 3D), while the development-upregulated miRNA targets were involved in liver morphology and physiology (Fig. 3E).

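By read count miR-122-5p was the sixth most abundant miRNA at e12.5, the fourth at e15.5 and e18.5, the first at P7, and the third in adult liver after let-7c-5p and miR-16-5p. miR-16-5p held 14.0% of the adult miRNA reads.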

Considering that miR-122 is liver-specific and is the most abundant miRNA in the late developmental stages of liver, we performed identification and confidence analysis of the miR-122 targets in more detail. 

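Over the 5 libraries, genes with a listed miR-122-5p site numbered 1805 for the CDS and 212 for the 5′UTR, beside those with a 3′UTR site. The 3′UTR genes numbered 376 at e12.5, 223 at e15.5, 329 at e18.5, 727 at P7 and 541 in adult liver. Sites in at least 3 libraries were listed for 293 genes in the 3′UTR, 590 in the CDS and 50 in the 5′UTR, and 3′UTR sites in all 5 libraries for 54 genes. Of the genes in the paper's 3′UTR list, 813 (87.7%) were found, and they made up 71.4% of the genes found here. Another 326 genes were found here only and 114 in the paper's list only, of which 44 had a miR-122-5p site in another region. The alternative that lowered the 3′UTR number most was the requirement of 2 libraries given for Table S4, and counting only sites with at least 7 matched bases gave 669 genes. The 10 genes with most reads among those with a 3′UTR site in every library were Cfb, Mccc1, Gpaa1, Rxra, Ctdsp2, Hnrnpl, Foxq1, Bcat2, Plxnb2 and Ugdh. The site of Cfb, a 7mer-A1 on chromosome 17 of mm10 from 34857060 to 34857066 on the minus strand, had 344 reads at e12.5, 130 at e15.5, 1576 at e18.5, 3600 at P7 and 6561 in adult liver. The 8mer of Mccc1 on chromosome 3 from 35989847 to 35989853 had 503 reads at e12.5, 429 at e15.5, 1077 at e18.5, 4417 at P7 and 3991 in adult liver. These read numbers are not scaled to library size.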

We identified 927 miR-122 targets in 3’UTR, 1649 in CDS, and 340 in 5’UTR, respectively (Table S5). To test whether these targets are indeed functional in vivo, we first conducted integration analysis of the gene expression data of miR-122 knockout mice reported by Hsu et al. [15] with our HITS-CLIP. Because miRNAs can downregulate targets by destabilizing their mRNA [29, 30], changes in target mRNA levels were observed in most cases. In accordance with this, we observed that the genes harboring Ago-bound miR-122 sites had a significantly greater tendency to be upregulated than the background and purely seed-matched genes in miR-122 knockout mice (Fig. 3F). Moreover, the CDS targets of miR-122 also showed a significantly greater tendency to be upregulated than the background genes (Fig. S4A). Similar results were observed when analyzing miR-142 targets with gene expression of miR-142-knockout mouse T cells (GSE57543) (Fig. S4B, C). These assessments provided strong supports for the reliability of our miRNA targets from AGO HITS-CLIP.

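The StarBase list of predicted miR-122 targets in the paper's supplement holds 533 genes, and 280 of them (52.5%) had a listed miR-122-5p site in the 3′UTR, which is 24.6% of the 3′UTR genes. Against a background of the 11065 genes with any 3′UTR interaction in these libraries, which contains 509 of the StarBase genes, 52.4 shared genes were expected (odds ratio 13.8, one-sided Fisher's exact test, p = 1.34e-149). This background does not require a miR-122 seed match, which predicted miR-122 targets may share with the genes found here. The excess can therefore arise from the seed alone. The paper's own overlap counts 243 genes. Sites in any region raised the number most, to 362.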

Next, we compared our HITS-CLIP-identified miR-122 targets with those predicted by StarBase2.0 [31], approximately one-third of the targets showed overlap. We also compared HITS-CLIP-identified miR-122 targets with experimentally verified targets in mice (Fig. 3G). 

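The 42 verified targets of Table S6 were looked up by gene symbol. Listed miR-122-5p sites in the 3′UTR were found for 23 of them, and sites in any region for 31. Of the 42 genes, 39 had a 3′UTR interaction of some miRNA, and 4.01 shared genes were expected (odds ratio 12.8, one-sided Fisher's exact test, p = 1.18e-13). This and the StarBase list were the 2 lists compared. Against genes with a 3′UTR interaction in all 5 libraries, 15 verified genes were found (odds ratio 7.74, p = 4.35e-06 in the same exact test). The paper's overlap and the one found here shared 20 genes. Apob, Gpx7 and Rell1 were found here only, and Ccrn4l in the paper's list only.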

Among the 42 verified targets in mice, 21(50%) were identified in at least one stage of development (Fig. 3D and Table S6).

Our data from mouse liver development may provide an opportunity to test the functional miRNA targets by dynamic evidence collection. 

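Scarb1 lies on chromosome 5 of mm10 from 125277087 to 125341094 on the minus strand. The 3′UTR holds the hexamer CACTCC, which pairs with the seed of miR-122-5p, from 125277461 to 125277466, in exon 13 of the annotated transcript Scarb1-201 and exon 12 of Scarb1-202. The sequence around it is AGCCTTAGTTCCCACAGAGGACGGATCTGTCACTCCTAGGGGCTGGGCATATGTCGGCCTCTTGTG. The match is a 6mer. A cluster covered this hexamer in all 5 libraries, but the tables listed it under other miRNAs, such as miR-542-3p, and not under miR-122-5p.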

For example, Scarb1, a plasma membrane receptor of high density lipoprotein (HDL) cholesterol [32], is a novel miR-122 target identified in this study. 

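The highest read number of the cluster over the Scarb1 hexamer, added over the lists of a table, was 7 at e12.5, 17 at e15.5, 297 at e18.5 (249 in the first list and 48 in the second), 1304 at P7 and 565 in adult liver. In rpm of the reads summed over the clusters of each table, this was 0.156 at e12.5 (0.0756 to 0.322), 1.03 at e15.5 (0.643 to 1.65), 22.8 at e18.5 (20.4 to 25.6), 79.0 at P7 (74.9 to 83.4) and 22.7 in adult liver (20.9 to 24.7). The sum depends on the clusters that were listed, whose sites spanned 4319029 nt at e12.5, 1422952 nt at e15.5, 1329367 nt at e18.5, 2307690 nt at P7 and 1553895 nt in adult liver. Before clusters of the 2 lists were joined, their mean read number was 193.8 at e12.5, 190.7 at e15.5, 150.5 at e18.5, 132.2 at P7 and 306.5 in adult liver. The rise from e12.5 to P7 and the fall from P7 to adult liver were present with every scaling that was tried. Scaling to the reads of clusters outside annotated miRNA genes, a choice made after the values had been seen, raised the values to 270.03 at P7 and 113.7 in adult liver.

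**Figure D3:**
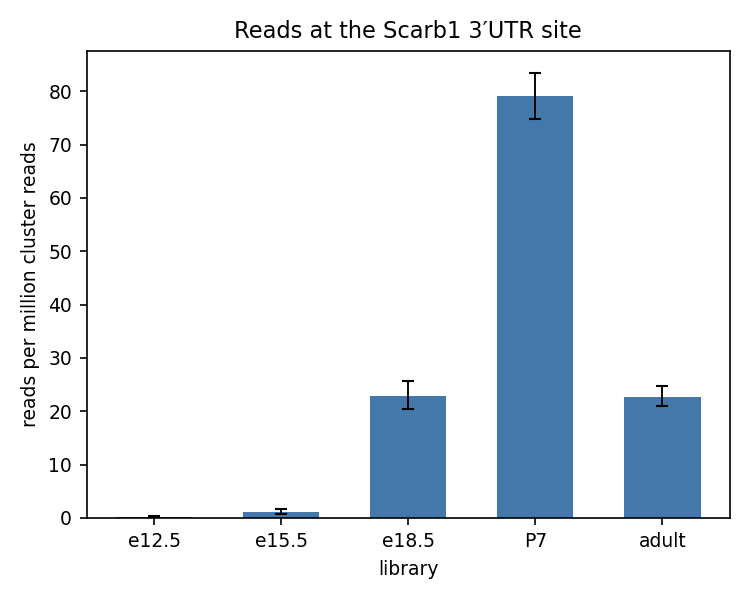
Reads at the Scarb1 3′UTR hexamer, in rpm of the cluster reads, in the 5 libraries, with Wilson 95% confidence intervals. The value was 79.0 at P7 and 22.7 in adult liver.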

The target site was first detected with very low peak at the early stage, while during the development, the peak gradually increased (Fig. S4D). This analysis not only provides dynamic evidence for the functional targets of miR-122, but also reveals that the regulation of cholesterol metabolism mainly occurred in the late developmental stages of liver.

We further performed GO and KEGG analysis on all the targets of miR-122 (Figs. 3H and S4E). As expected, metabolism is the most significant pathway regulated by miR-122 because the liver is the largest metabolic organ and critical for lipid, glutamine, and mitochondrial metabolism [16, 33, 34]. Interestingly, Hippo signaling pathway, which is critical for organ size control and tissue homeostasis in liver development [10, 11, 35], is among the most enriched pathways, highlighting the miR-122-mediated regulation of the Hippo pathway in liver development. We further performed pathway analysis of other development-upregulated miRNA targets, and found only miR-26a targets were also related to the Hippo pathway (Fig. S5), indicating a kind of cooperation with different miRNAs for the regulation of Hippo pathway in hepatocytes.

### miR-122 is a positive regulator of the Hippo pathway in liver cells

To experimentally screen the pathways regulated by miR-122, we used a commercial pathway plasmid reporter system that allows the study of 45 important signaling pathways. As mentioned above, KEGG analysis indicated that miR-122 may regulate the Hippo pathway; therefore, we constructed a 8xGTIIC-luciferase reporter containing 8X YAP/TAZ-responsive synthetic TEAD binding sites [36]. Activation of Hippo signaling can be measured by evaluating the decrease of the transcriptional activities of TEAD, which is directly regulated by YAP and TAZ (Fig. S6B, C), two coactivators downstream of the Hippo pathway [37]. We also built inducible miR-122 overexpression cell lines to force miR-122 expression, miR-122 was overexpressed ~100-fold when doxycycline (Dox) was added (Figs. 4A, B and S6A).

Using pathway reporters and the miR-122-inducible expression cell lines, changes of 46 pathway activities were detected. Most of the pathways are inhibited by different degree, while a few of them are slightly activated by miR-122 (Fig. 4C). Remarkably, FOXO and TEAD, key regulators for lipid metabolism and cell proliferation, are identified as the top 2 among all the repressed pathways, which decreased to about 50% or more. It has been reported that miR-122 can suppress the FOXO pathway by targeting FOXO3 [38], but the regulation of the Hippo pathway by miR-122 was first identified in liver cells.

**Fig. 4:**
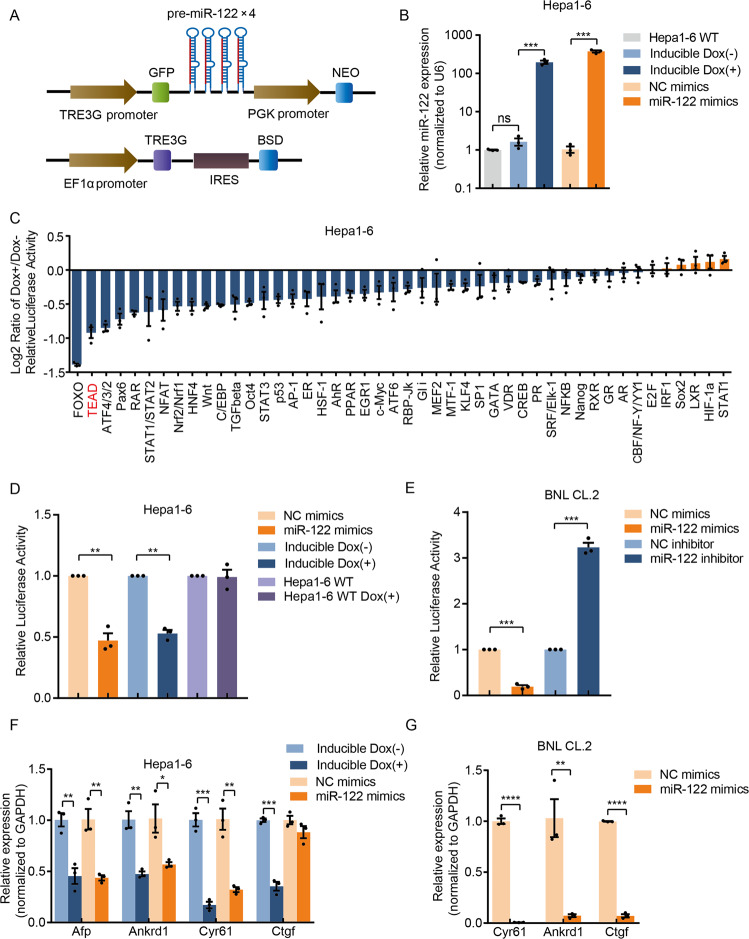
miR-122 positively regulates the Hippo pathway. **A** Structures of the inducible lentiviral plasmids expressing of miR-122. **B** Relative expression of miR-122 either after induced expression or transfection, values are mean ± SEM. **C** 46-pathway (Cignal 45-Pathway Reporter Array plus 8xGTIIC-luciferase Hippo pathway reporter) assays revealed the effects of miR-122 on the activity of various pathways in inducible Hepa1–6 cell lines. The data were log2-transformed, values are mean ± SEM. **D** 8xGTIIC-luciferase reporter assay of mimics transfection and inducible overexpression of miR-122; WT Hepa1–6 cells treated with doxycycline were also examined to rule out the influence of doxycycline, values are mean ± SEM. **E** 8xGTIIC-luciferase reporter assay after transfection of miR-122 mimics and inhibitors into BNL CL.2 cells, values are mean ± SEM. Analysis of the change of well-documented Hippo pathway downstream genes after either induced or mimics-transfection-mediated overexpression of miR-122 in Hepa1–6 cells (**F**) and BNL CL.2 cells (**G**), values are mean ± SEM. (*p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001).

Furthermore, we used miR-122 mimics to overexpress miR-122, as expected, miR-122 mimics can sharply decrease the relative luciferase activities (Fig. 4D). Using luciferase reporter, the regulation of the Hippo pathway by miR-122 was also observed in human HCC cells by miR-122 mimics and inhibitors, which reveals that the regulation of the Hippo pathway by miR-122 is conserved among mouse and human (Fig. S6D, E). To further confirm the regulatory effect of miR-122 on the Hippo pathway, we analyzed the expression of four well-documented Hippo downstream genes that have no Ago-bound miR-122 seed, including *Ankrd1*, *Cyr61*, *Ctgf*, and *Afp* [39]. 

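The tables were searched for clusters and miR-122-5p sites in these 4 genes. Ankrd1 had no cluster in any library. Cyr61 had 9 clusters and none with a miR-122-5p site. Ctgf had 13 clusters, and 1 of them, in the 5′UTR in adult liver, held a 7mer-A1 of miR-122-5p on chromosome 10 from 24595537 to 24595543, with 71 reads. Afp had 107 clusters, and its miR-122-5p sites lay in introns. The 7mer-A1 on chromosome 5 from 90496232 to 90496238 had 101 reads at e12.5, 82 at e15.5, 45 and 17 in the 2 lists of e18.5, and 22 at P7. A 6mer from 90498412 to 90498417 had 24 reads at P7. No miR-122-5p site was listed in the 3′UTR or CDS of the 4 genes at this depth.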

Using either miRNA mimics or inducible cell lines, forced expression of miR-122 resulted in significant decreases of these genes (Fig. 4F). Moreover, we overexpressed miR-122 in a mouse embryo liver cell line, BNL CL.2, and observed more significant increased activity of the Hippo pathway by both pathway reporter and RT-qPCR assays (Fig. 4E, G). We analyzed the microarray data of miR-122 KO mice from public dataset (GSE20610) [15]. We found the expression levels of many genes that are regulated by the Hippo pathway in liver [39], including *H19, Afp, Ctgf, Sox4, Cyr61 Ankrd1*, and *Birc2*, were increased when miR-122 was knocked out (Fig. S7). This data provides in vivo evidence that miR-122 regulates the Hippo pathway.

### miR-122 targets a number of hippo regulators including Taz and Ppp1cc

The core components of the Hippo pathway comprise a regulatory serine-threonine kinase module and a transcriptional module such as YAP and TAZ [40]. The Hippo pathway depends largely on kinase systems to control the phosphorylation of YAP and TAZ and their transcriptional activity. To further explore the mechanisms underlying miR-122 positive regulation of the Hippo pathway, we conducted integrated analysis of miR-122 targets with some studies that systemically identified regulators of the Hippo pathway [41]. 

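The 19 genes whose miR-122 sites are drawn in Fig. S8 were looked up in the 5 tables. Listed miR-122-5p sites in the 3′UTR or CDS were found for 18 of them, each with at least 10 reads in some library, and Ppp1cb had none. Sites were listed for 7 of the genes at e12.5, 9 at e15.5, 8 at e18.5, 15 at P7 and 11 in adult liver. Net1, Arhgap5 and Agt had a site in every library, and 5 genes in a single library only. The site of Wwtr1, which encodes Taz, is a 7mer-m8 in the 3′UTR on chromosome 3 from 57458806 to 57458812, and was listed only at e15.5, in the second list, with 12 reads. The 7mer-m8 in the 3′UTR of Ppp1cc on chromosome 5 from 122174693 to 122174699 had 84 and 18 reads in the lists of e12.5, 69 at e15.5 and 20 in adult liver. Most reads were found at the 7mer-m8 in the CDS of Agt on chromosome 8 from 124564392 to 124564398, with 3362 in adult liver and 2563 at P7. For Ppp2r2a and Rapgef6 only 6mers were listed.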

Dozens of targets have been identified as candidates (Fig. 5A), all of them harbor classic target sites of miR-122 (Figs. S8, S9B, C), and network analysis revealed that they are in connection with core components of the Hippo pathway (Fig. 5B).

**Fig. 5:**
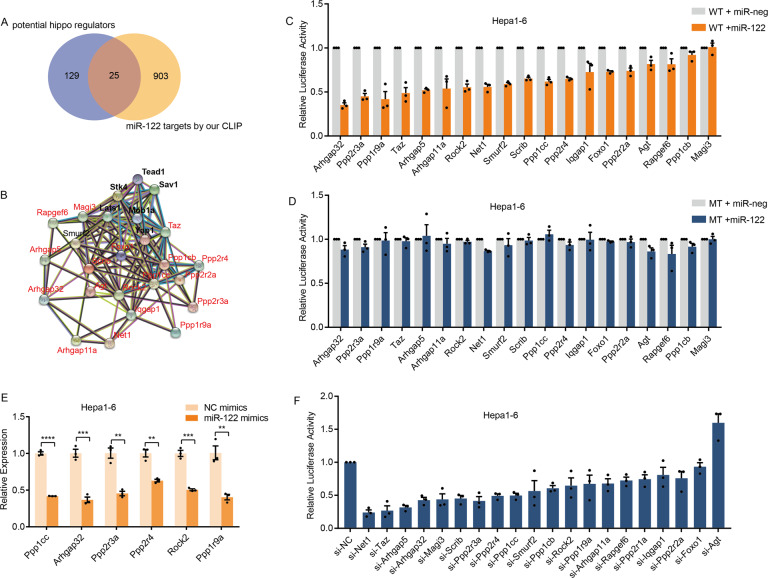
A number of miR-122 targets influence the Hippo pathway activity. **A** Veen diagram showing overlap between mouse miR-122 targets identified in this study and potential Hippo pathway regulators. The potential miR-122 targets were considered as Ago binding mRNA in 3′UTR, CDS with miR-122 seed sequences. **B** Network analysis of miR-122 targets that may serve as Hippo pathway regulators, the interactions between proteins were analyzed using string database. The miR-122 targets are indicated by red font, and the core component genes of Hippo pathway are indicated by black font. **C** miR-122 target wild-type dual-luciferase reporter assay, values are mean ± SEM. **D** miR-122 target mutant-type dual-luciferase reporter assay, values are mean ± SEM. **E** RT-qPCR showing the change of mRNA levels of targets after transfection of miR-122 mimics, values are mean ± SEM. **F** Hippo signaling pathway reporter assay after silencing potential miR-122 targets that may serve as regulator of Hippo pathway, values are mean ± SEM. (**p < 0.01; ***p < 0.001; ****p < 0.0001).

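Of the 18 genes with a listed miR-122-5p site, 10 had a site in the 3′UTR, and the other 8 in the CDS only. Net1 had its site in the CDS on chromosome 13 from 3886575 to 3886581, a 7mer-m8 with 441 reads at P7 and 361 in adult liver. Smurf2 had a 7mer-m8 in the CDS on chromosome 11 from 106852470 to 106852476 in adult liver alone, with 34 reads. The sites of Arhgap11a and Magi3 were listed under both the 3′UTR and the CDS.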

We validated the miRNA-targets interactions by dual-luciferase reporter assays in Hepa1–6 cells. Overexpression of miR-122 significantly repressed the luciferase activity of most candidate targets, while mutation of the seed region rescued the suppression (Fig. 5C, D). RT-qPCR showed the mRNA levels of six candidates were decreased significantly after miR-122 overexpression, revealing that the miR-122 can destabilize the mRNAs of these candidates (Fig. 5E).

To test the potential regulation on the Hippo pathway of these candidates, we silenced these genes by siRNAs pools and measured the activity of Hippo pathway by luciferase reporter. All the candidates were found to negatively influence the Hippo pathway activity with exception of Atg (Fig. 5F). It is worth noting that nine of them resulted in more than 50% decrease of luciferase activity when silenced by specific siRNAs.

We first focused on Taz, which is core transcriptional co-factor of the Hippo signaling cascade [7, 8]. Western blot showed that the protein level of Taz decreased markedly at the e18.5 stage, and the abundance was maintained during liver development (Fig. 6A), which is negatively correlated with miR-122 expression. Overexpression of miR-122 by either mimics or two different inducible cell lines significantly reduced its protein level (Fig. 6B). In the rescue experiments by co-transfecting miR-122 and Taz, overexpression of Taz not only restored but also elevated the relative luciferase activity (Fig. 6C), which is reasonable given the greater intensity of overexpression than that of miR-122-mediated repression.

**Fig. 6:**
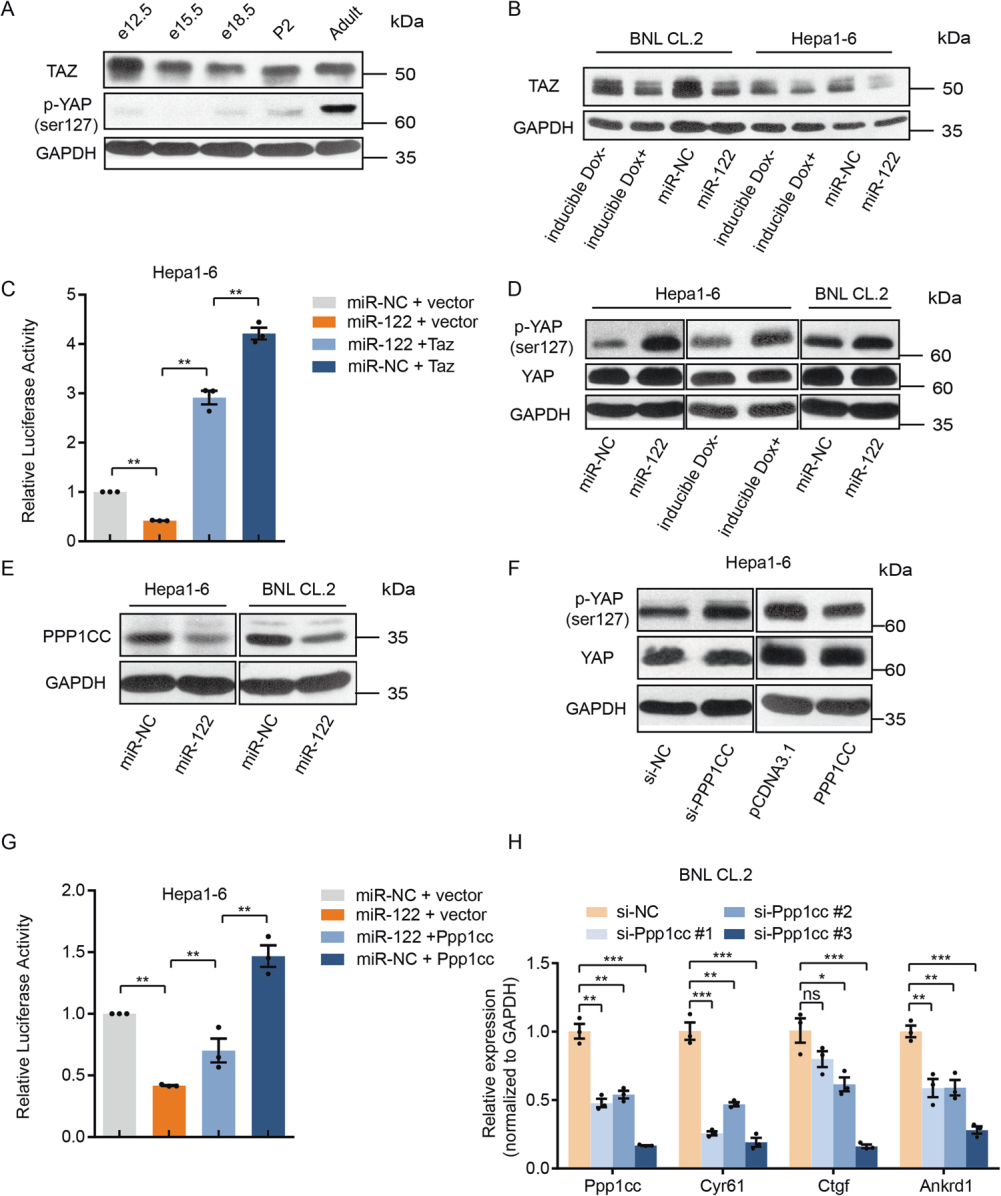
miR-122 can directly target Taz and promotes phosphorylation of YAP by targeting Ppp1cc. **A** Western blot showing the change of TAZ protein and YAP phosphorylated protein level during the mouse liver development. **B** Western blot showing the effect of overexpression of miR-122 on TAZ protein expression in Hepa1–6 and BNL CL.2 cells. **C** 8xGTIIC-luciferase reporter assay showing the effect of co-overexpression of miR-122 and Taz on the Hippo pathway, values are mean ± SEM. **D** Western blot showing the effect of overexpression of miR-122 on phosphorylation of YAP and the total YAP protein. **E** Western blot showing the effect of overexpression of miR-122 on PPP1CC protein expression in Hepa1–6 and BNL CL.2 cells. **F** Western blot showing the effect of knockdown (left) or overexpression (right) of Ppp1cc on phosphorylation of YAP. **G** 8xGTIIC-luciferase reporter assay showing the effect of co-overexpression of miR-122 and Ppp1cc on the Hippo pathway, values are mean ± SEM. **H** RT-qPCR showing the change of mRNA of Ppp1cc and hippo pathway downstream genes after silencing of Ppp1cc, values are mean ± SEM. (*p < 0.05; **p < 0.01; ***p < 0.001).

Since the Hippo pathway relies largely on kinase systems to control the phosphorylation of YAP and its transcriptional activity, we, therefore, detected phosphorylated YAP. Forced expression of miR-122 resulted in notably upregulated phosphorylated YAP but no detectable change in the total YAP in different liver cells (Fig. 6D). Moreover, the level of phosphorylation of YAP increased during liver development, which was positively correlated with miR-122 expression (Fig. 6A). To further explore the mechanism underlying miR-122-mediated promotion of YAP phosphorylation, we tested whether silencing of these candidate targets can result in the increase of YAP phosphorylation. We found silencing Ppp1cc, which encodes the catalytic subunit of PP1-gamma, caused a dramatic increase of YAP phosphorylation (Fig. S9A). Overexpression of Ppp1cc caused reduction of phosphorylation of YAP (Fig. 6F). Western blot showed the protein level of PPP1CC was significantly reduced when miR-122 mimics were transfected (Fig. 6E).

We further conducted a rescue experiment, restoring Ppp1cc in the miR-122-overexpressing cell line partially relieved the suppression of the transcriptional activity of TEAD (Fig. 6G). Moreover, RT-qPCR assays also showed silencing of Ppp1cc reduced the expression level of the Hippo pathway downstream genes (Fig. 6H).

Taken together, these results showed that miR-122 could positively regulate Hippo signaling by targeting numerous hippo regulators which constitute YAP1/TAZ-TEAD transcriptional networks.

## Discussion

Liver-specific miR-122 has emerged as a critical regulator of multiple processes in hepatocytes [12, 14, 42–44]. By integrating analysis of the targetome obtained by AGO HITS-CLIP and pathway reporter assays, our analysis reveals a new function of miR-122, which serves as a key regulator of the Hippo pathway. Mechanistically, miR-122 negatively regulated the outcomes of the Hippo pathway transcription factor TEAD by targeting a number of hippo regulators including TAZ and phosphatases subunit PPP1CC that dephosphorylates YAP (Fig. 7). Our study reveals a new regulatory network which miR-122 and the Hippo pathway synergistically regulate the terminal differentiation of hepatocytes. Considering miRNA usually have multiple targets to synergistically regulate biological processes, miR-122 may also indirectly regulate the Hippo pathway by targeting genes that is complementary to the Hippo pathway.

**Fig. 7:**
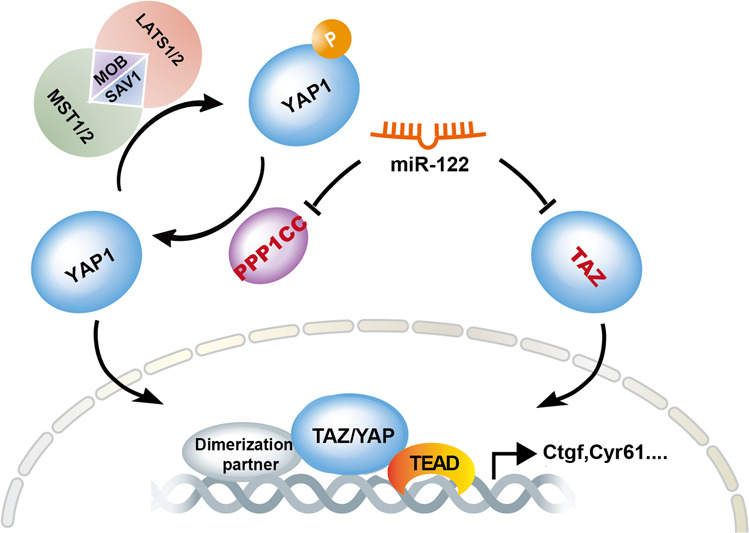
Working model showing miR-122 positively regulates the Hippo pathway by targeting hippo regulators. Remarkably, on one hand, miR-122 can directly target the transcription co-activator Taz, on the other hand, miR-122 can influence phosphorylation of YAP through targeting Ppp1cc.

Previous studies of miR-122 knockout mice showed phenotypes highlighted by hepatic steatosis, liver inflammation, fibrosis, and HCC [15, 45, 46]. In these mice, the lipid metabolism disorder was caused by direct effects of miR-122 deficiency, and eventually resulted in liver inflammation and fibrosis [15, 16]. However, the mechanism underlying a high incidence of HCC in miR-122 knockout mice was not fully resolved. We identified miR-122 as an important regulator for both Hippo and FOXO pathways in hepatocytes. As the two pathways have been reported as key regulators of cancers, inflammation, and lipid metabolism [9, 47–50], loss of miR-122 may lead to activate YAP/TAZ-TEAD transcriptional networks that promote cell proliferation and largely increase the liver tumor incidence driven by a chronic aseptic inflammation.

We also identified a set of high-abundance and development-upregulated miRNAs such as let-7, miR-16, miR-194, miR-126, miR-30, and miR-26, in the late developmental stages of the mouse liver, as well as their targetomes during the terminal differentiation of hepatocytes (Fig. 2B and Table S3). Although these miRNAs are not liver-specific, they are related to the mature epithelial cells of various tissues, indicating that they may be a group of development-upregulated miRNAs required for promoting and maintaining terminal differentiation of hepatocytes and other epithelial cells. In particular, it is worth mentioning that all of these miRNAs have been reported as important tumor suppressors and/or epithelial-mesenchymal transition modulators [51–53], which is consistent with our targetome analyses of these miRNAs (Fig. S5), indicating the strong inverse correlation between the development-upregulated miRNAs and the occurrence of hepatocellular carcinoma and other cancers.

In contrast to the abovementioned miRNAs, we also identified a set of high-abundance, development-downregulated miRNAs with their targetomes during the early developmental stages of the mouse liver (Fig. 2B and Table S3), which are evidently hematopoietic and stem-cell related. The dynamic changes of these miRNAs is consistent with the fact that fetal liver is the major hematopoietic organ during embryogenesis [54, 55], and the hematopoietic cells and embryonic hepatocytes provide indispensable environments for each other [56, 57]. Our study identified the targetome of these miRNAs, which provides valuable information for studies of these miRNAs in the fetal liver.

Overall, we conducted comprehensive analyses of the dynamic changes of miRNAs and their targetomes during the liver development (Table S7). Our study demonstrated miR-122 regulates the Hippo pathway by targeting multiple genes including Taz and Ppp1cc, providing new insights into the function of miR-122 in liver development and pathology. Our data also reveals that a large number of miRNAs with dynamic abundance participate in the development of liver in a spatiotemporal manner. Considering that each miRNA may have multiple targets, the targetomes of all miRNAs obtained by this study provide better insights into the regulatory networks of the interplay among miRNAs, transcriptional factors, and epigenetic regulators that are involved in various signaling pathways.

## Materials and methods

### Animals and cells

C57BL/6J adult mice and pregnant mice were provided by the laboratory animal center of Sun Yat-sen University. Fetal (e12.5, e15.5, and e18.5), newborn (P7), and adult (6–8 weeks) mouse livers were used, mice from the same developmental stages were chosen randomly. The day the mice exhibited vaginal plugs after mating was considered 0.5 days (e0.5).

The Hepa1–6, BNL CL.2, HepG2, Huh7, and 293T cell lines used were obtained from ATCC and were cultured in Dulbecco’s Modified Eagle Medium (DMEM) supplemented with 10% FBS at 37 °C and 5% CO2. The miR-122-Tet-On Hepa1–6, BNL CL.2 stable cell line was generated using lentiviral vectors as we described previously [58].

### siRNAs and miRNA mimics

miR-122 mimics, Yap Taz siRNAs were purchased from Genepharma (Shanghai, China), and the sequence is listed in Table S8. Ppp1cc and other gene siRNA pools for screening candidate regulating phosphorylation of YAP were purchased from RiboBio (Guangzhou, China).

### Vector construction and luciferase reporter assays

The Cignal Finder 45-Pathway Reporter were purchased from Qiagen, and the 8xGTIIC-luciferase Hippo pathway reporter were generated as reported [36]. As described previously [14], dual-luciferase reporter vectors for miRNA target sites were constructed based on psiCHECK-2. Briefly, 47-nt DNA fragments containing the putative binding site for miRNA of each target site (~30-nt of 5′ flanking sequences, seed-matched sequences, 10-nt of 3’ flanking sequences) were cloned into the psiCHECK-2 vector using Xho I/NotI restriction enzyme.

Hepa1–6 or BNL CL.2 cells were transfected with 20 nM siRNAs, miRNAs, or 100 ng plasmid in 96-well plate using Lipofectamine^TM^ 2000 (Invitrogen). After 2 days of culture, the cells were lysed in passive lysis buffer and luciferase activities were measured with a Dual Luciferase Assay Kit (Promega).

### Real-time quantitative PCR (RT-qPCR)

Cells were grown and treated as described above, and then, RNA was collected using TRIzol Reagent (Invitrogen), RNA was reverse-transcribed using the PrimeScript RT Reagent Kit (Takara RR047A) and real-time PCR was performed using SYBR Premix ExTaq™ (Takara) analyzed by StepOne™ real-time PCR instrument (ABI), The primers are listed in Table S8. The expression was first compared with that of an endogenous control (GAPDH or U6), and the normalized values were subjected to the comparative Ct (^ΔΔ^CT) analysis method to calculate the fold change between the control and experimental groups.

### Western blot

Cells or homogenized tissue were lysed in ice-cold RIPA buffer supplemented with protease inhibitor cocktail (Roche, 4693132001) and phosphatase inhibitor (Roche, 4906837001). A BCA Protein Assay Kit (Thermo Fisher) was used to measure the concentrations of the protein samples. Equal amounts of protein samples were separated by SDS gel electrophoresis, and then were transferred to nitrocellulose membrane. Then, the membranes were blocked with 5% milk for 1 h. Primary antibodies were incubated overnight at 4 °C and horseradish peroxidase-conjugated secondary antibodies were used to bind the primary antibodies. Chemiluminescent HRP Substrate (Millipore, WBKLS0500) was used to visualize the signal of proteins. The primary antibodies used were as follows: Ago2 (Wako, #018–22021 and Abnova, #H00027161-M01), Ago1 (MBL, #RN028PW), and PPP1CC (Proteintech Cat# 55150-1-AP). β-Actin (#4970), GAPDH (# 2118), YAP (#14074), YAP/TAZ (#8418), p-YAP (Ser127, #13008), p-YAP (Ser397, #13619) were purchased from Cell Signaling Technology.

### Ago2 HITS-CLIP and data analysis

The detailed Ago2 HITS-CLIP experiments were performed as previously reported [18] with some modifications. The Ago2 HITS-CLIP were conducted in two biological replicates. The embryonic or adult mouse livers were washed dissected, homogenized, and crosslinked 3 times using 254 nm UV light (0.2 J/cm^2^) in cold PBS. The tissue were washed once with PBS and lysed with lysis buffer. The lysates were first precleared with 150 μL of Protein G Dynabeads and then incubated with Ago2 antibodies (Wako, #018-22021 and Abnova, #H00027161-M01 15 μg Ab of each), and 300 μL of Protein G Dynabeads for each reaction overnight at 4 °C. For P7 and Adult mouse liver, Ago1 antibodies (MBL, #RN028PW) were also added. The Ago-binding RNAs were then dephosphorylated using alkaline phosphatase (Fermentas, EF0651), and then, the 3’ adapter was ligated on-bead by truncated T4 RNA ligase 2 (NEB, M0242). PNK treatment was then conducted (first with 32 P-γ-ATP and then cold ATP). The samples were separated with SDS-PAGE and then transferred to a nitrocellulose membrane. According to the autoradiogram signal, the Ago-RNA complex regions were excised from the membrane and digested with proteinase K. RNA was isolated and ligated with 5’ RNA adapters and then reverse transcribed to cDNAs. After optimizing the best amplification cycles by RT-qPCR, the cDNA were amplified and PCR product were sent for high-throughput sequencing. Adaptors and primers are listed in Table S8.

For data analysis, FASTX-Toolkit was used to preprocess the HITS-CLIP raw data and Bowtie tools were used for mapping the sequences into the mouse genome (mm10) and miRNA precursor (mirBase v19). Overlapping reads were grouped to identify clusters. The clusters were then annotated according to the UCSC refgene and Ensembl annotations. The clusters sequences of mRNA were scanned to identify miRNA-target interactions by matching the seed sequences of all known mouse miRNAs. GO and KEGG analysis was performed using DAVID [59] and ConsensusPathDB tools[60]. The motif of Ago-binding sites were analyzed using RSAT tools [61]

### H3k27ac ChIP-seq data analysis

Mouse liver H3k27ac ChIP-seq data were downloaded from GEO database (GSE52386). The sequences of ChIP-seq were aligned to the mouse genome (mm10) using BOWTIE [62]. The peaks were generated using MACS and the super-enhancers were analyzed using ROSE [63] software. The SEs were then assigned to the nearest TSS of gene or miRNAs with ± 100 kb.

### Statistical analysis

All data were shown as mean ± standard error of mean (SME) processed by GraphPad 6 (GraphPad Software Inc.). Student’s t-test was used to test for statistical significance of the differences between two different group parameters and One-Way ANOVA followed by Bonferroni test was used for multiple comparisons. One-sided Kolmogorov−Smirnov test was used for analyzing the cumulative frequency curve. *p* values < 0.05 were considered statistically significant (*p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001).

## Supplementary information

Supplementary Figures

Table S1

Table S2

Table S3

Table S4

Table S5

Table S6

Table S7

Table S8

Reproducibility checklist

## Data Availability

Ago HITS-CLIP data in this study have been deposited in the NCBI’s Gene GEO under accession code GSE153876.

# Supplementary material for: Genome-wide identification of microRNA targets reveals positive regulation of the Hippo pathway by miR-122 during liver development
**Source:** Cell Death Dis. 2021 Dec 14;12(12):1161. doi: 10.1038/s41419-021-04436-7

1   **Titles and Legends to Supplementary Figures**

2   **Figure S1: HITS-CLIP Antibody verification and AGO expression in mouse**  
3   **liver during development**

4   (A, B, C) Detection of the specificity of AGO antibodies by Western blot from Wako

5   (A), Abnova (B) or MBL (C).

6   (D, E, F) Detection of antibodies by silver stain (D), and immunoprecipitation (E,F).

7   (G, H) Detection of mRNA (G) and protein (H) expression of Ago among different  
8   development stages of mouse liver.

9   **Figure S2: The crosslinking and digestion conditions of HITS-CLIP were**  
10   **optimized to obtain high quality and suitable length products**

11   (A) Detection of Uv cross-linking efficiency by autoradiogram.

12   (B) Detection of RNase digestion by autoradiogram.

13   (C, D) Detection of PCR product by PAGE electrophoresis (C) and Agilent 2100(D)  
14   analysis.

15   **Figure S3: Analysis of AGO-bound miRNA expression profile of mouse liver**  
16   **from various developmental stages**

17   (A) Length distribution of fragment produced by HITS-CLIP.

18   (B) Correlation analysis of miRNA expression among different developmental stages  
19   (log2 normalized miRNA reads)

20   (C) Genome location distribution of Ago binding RNA reads.

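In the interaction tables the same question can be asked of clusters in place of reads. Introns held 27.4% of the clusters at e12.5, 19.1% at e15.5, 19.3% at e18.5, 21.8% at P7 and 22.7% in adult liver. Clusters outside annotated genes made up 29.0%, 27.2%, 28.4%, 18.7% and 15.8% in the same order. Clusters at annotated miRNA genes were few but held many reads. There were 819 of them at e12.5 and 545 in adult liver, and they held 53.7% of the summed cluster reads at e12.5, 51.8% at e15.5, 50.5% at e18.5, 70.7% at P7 and 80.0% in adult liver.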

21   **Figure S4: Analysis of miRNA targets identified by HITS-CLIP**

22   (A) Gene expression differences assessed by microarray of background genes, or

miR-122 targets identified by Ago HITS-CLIP in the coding region between WT and miR-122 KO mice, p values were calculated with a one-sided Kolmogorov-Smirnov test.

(B, C) Cumulative distribution curve of target mRNA level change after miR-142 knock out (B) 3'UTR targets and (C) CDS targets. The gene expression data of WT and miR-142 KO mice T cells were obtained from the GEO dataset (GSE20610). p values were calculated with a one-sided Kolmogorov-Smirnov test.

(D) IGV showed the change of Ago binding miR-122 targeting site of the Scarb1 gene during mouse liver development.

(E) Gene Ontology (GO) analysis of miR-122 targetome.

**Figure S5: KEGG pathway analysis of targets of development-upregulated miRNAs with high abundance**

**Figure S6: The establishment of inducible overexpression miR-122 cell line and Hippo pathway reporter plasmid**

(A) Change of GFP fluorescence before and after inducible expressing miR-122 in Hepa1-6 cell line.

(B) Schematic diagram of the skeleton of Hippo pathway reporter plasmid.

(C) Detection of the effectiveness 8xGTIIC-luciferase Hippo pathway reporter in and HeLa cell lines by YAP siRNAs, values are mean  $\pm$  SEM. (D) The effect of miR-122 mimics on Hippo pathway activities, which was measured by 8xGTIIC-luciferase reporter in HepG2 cells. (E) The effect of miR-122 inhibitors on Hippo pathway activities, which was measured by 8xGTIIC-luciferase reporter in Huh7 cells.

**Figure 7: The expression the Hippo pathway downstream genes in miR-122 KO**

46 **mice liver.** Public microarray dataset (GSE20610) of miR-122 KO mice were  
47 analyzed to detect the influence of miR-122 on genes Hippo pathway-target genes *in*  
48 *vivo*.

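The drawings pair miR-122 with a stretch of each target. The 12 target bases nearest the seed match were compared with the listed sites, and the drawn site was among the listed ones for 16 of the 19 genes. The listed fragment of the Wwtr1 site is CTGCCTTTGTACTCACACTCCT and that of the Ppp1cc site AGACTATCTGAAGCACACTCCT. For Ppp2r2a the listed fragment is AGTTGGCTGTAATCACTCCT, on chromosome 14 from 67015741 to 67015746. The site listed for Rapgef6 on chromosome 11 from 54696330 to 54696335 has the fragment ACTTTGCACATCACTCCT, which differs from the one drawn. The sequence drawn for Rapgef6 is identical to that drawn for Ppp2r2a, the gene for which it was listed.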

49 **Figure 8: Predicted miR-122 binding sites of the targets.** The putative miR-122  
50 target base pair interactions were predicted by miRanda.

51 **Figure 9: influence of candidate targets on phosphorylation of YAP.** (A). Western  
52 Blot showing the impact of silencing candidate genes on phosphorylation of YAP.

53 (B) Ago HITS-CLIP showing the miR-122 target site at the 3'UTR of Taz (Wwtr1).

54 (C) Ago HITS-CLIP showing the miR-122 target site at the 3'UTR of Ppp1cc.

Figure S1

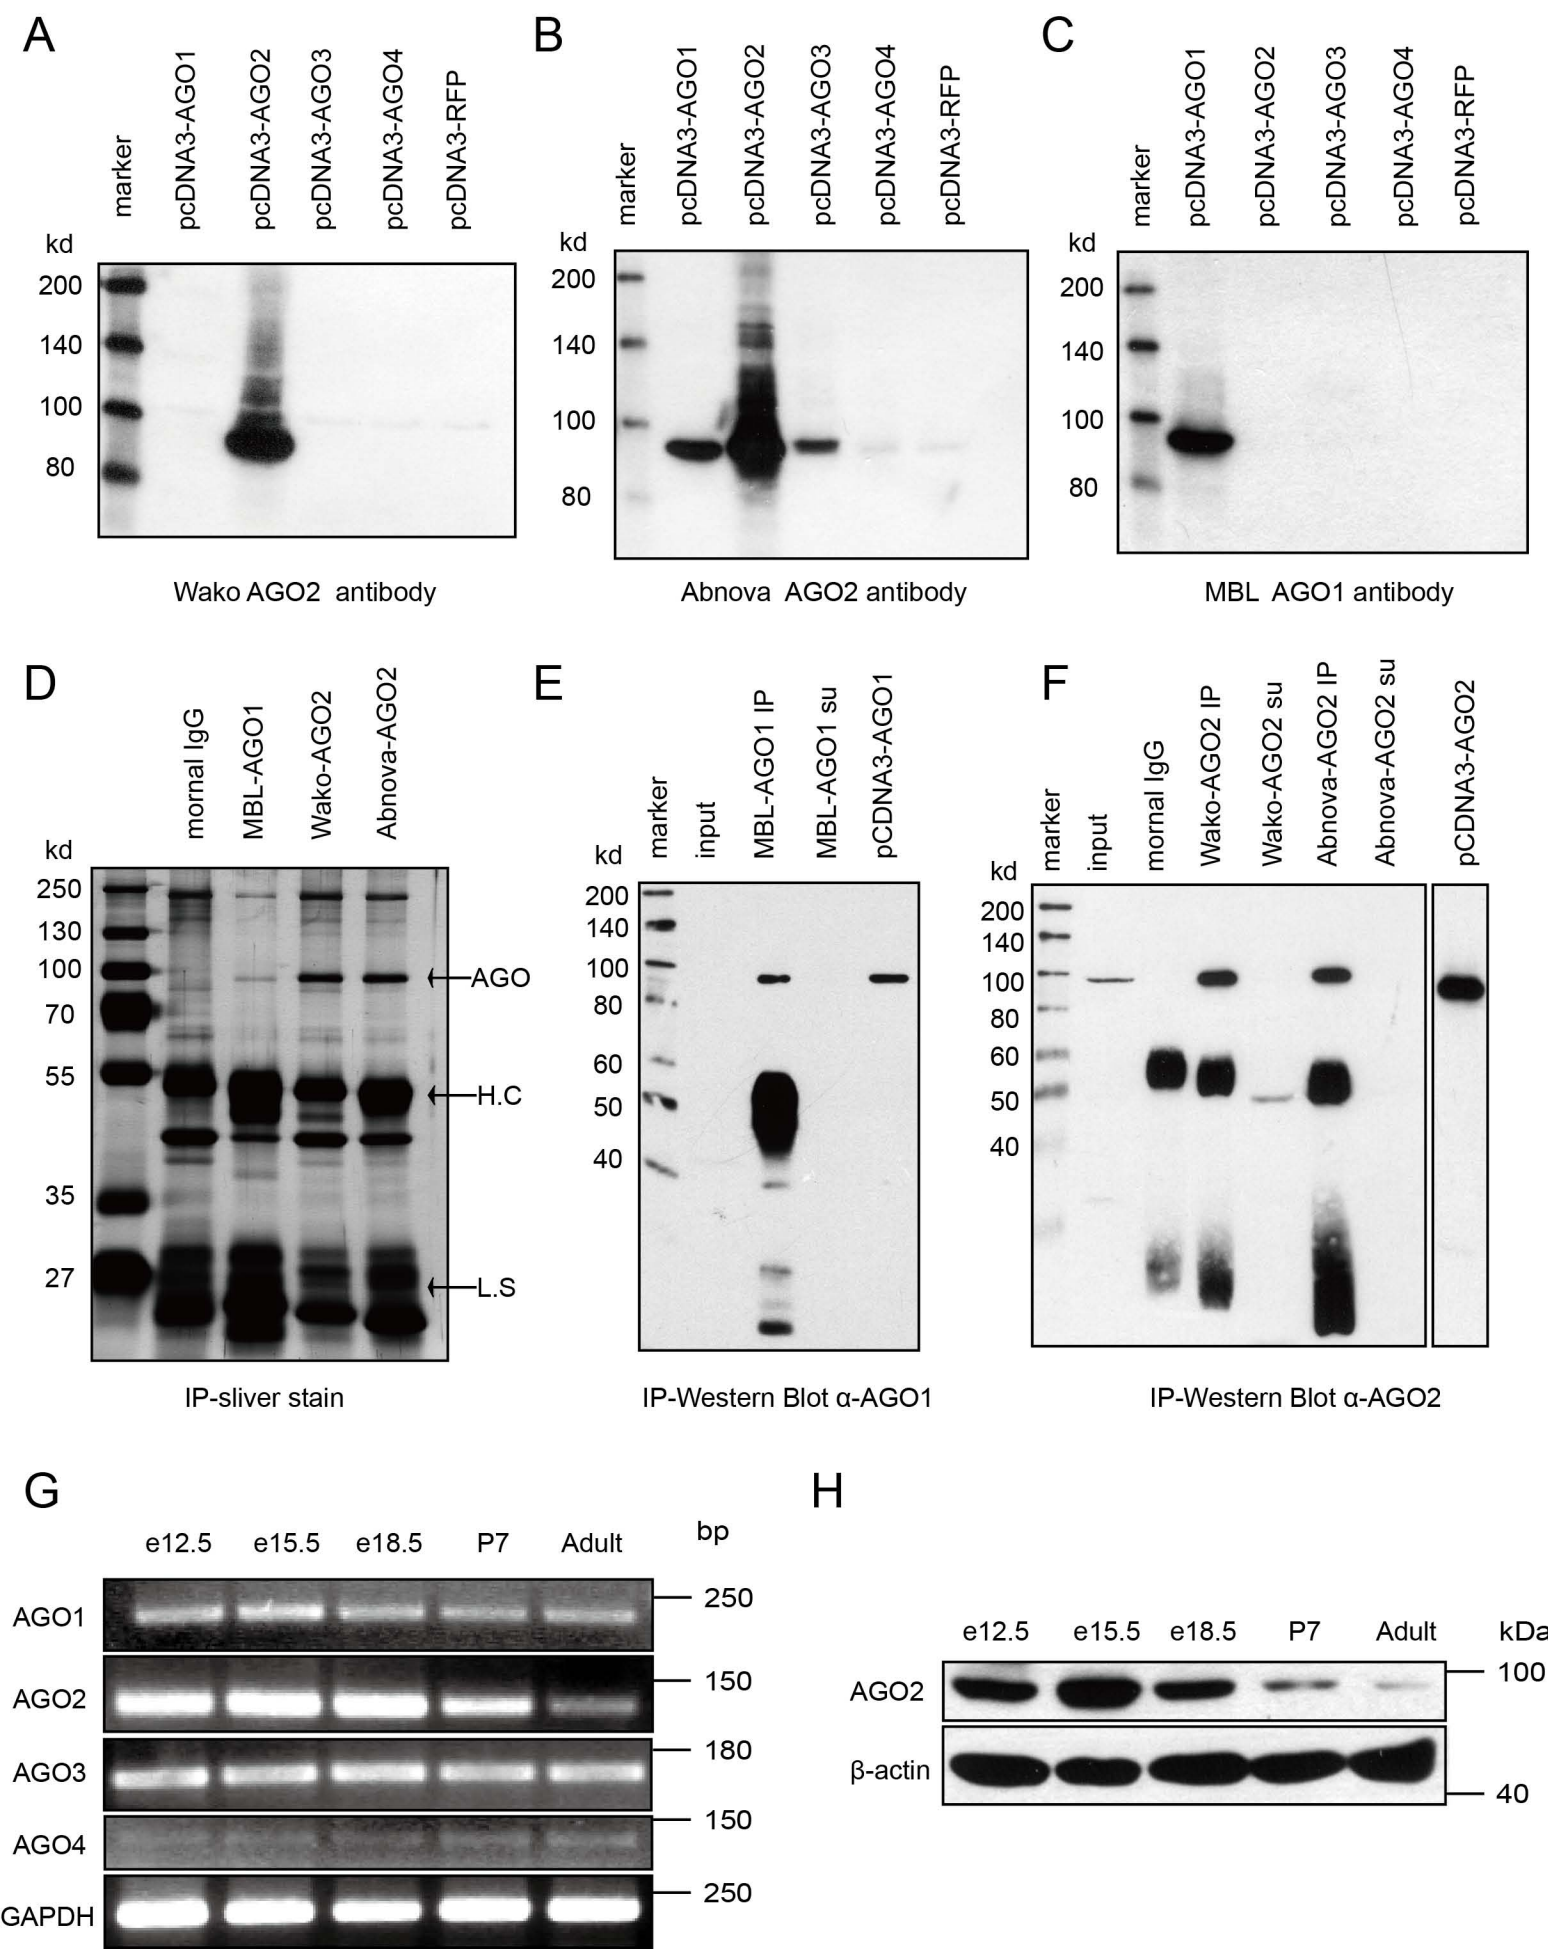

Figure S2

A

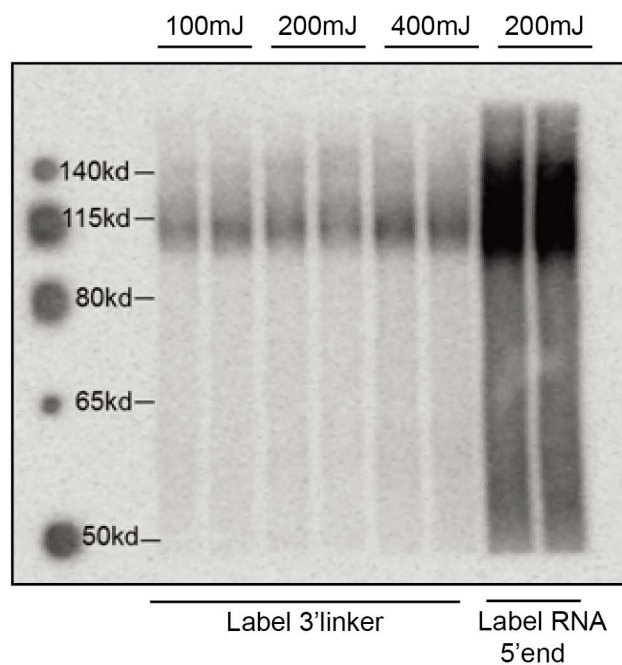

B

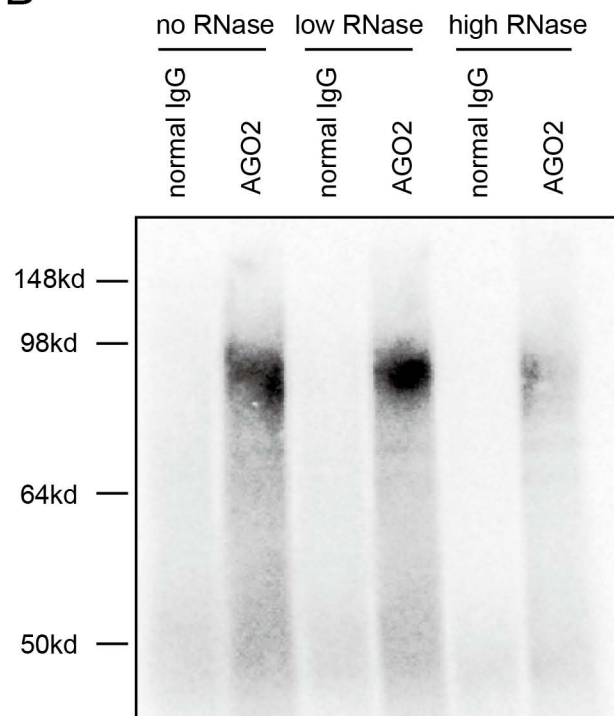

C

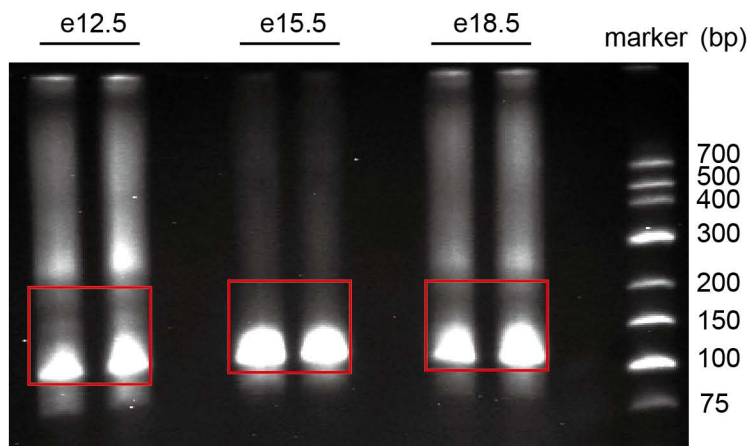

D

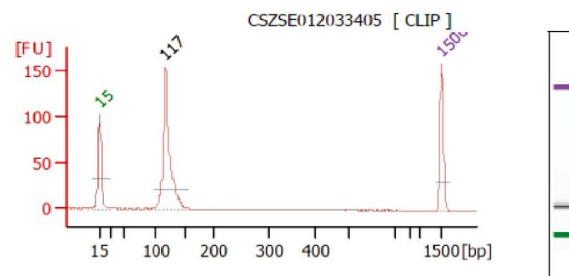

Figure S3

A

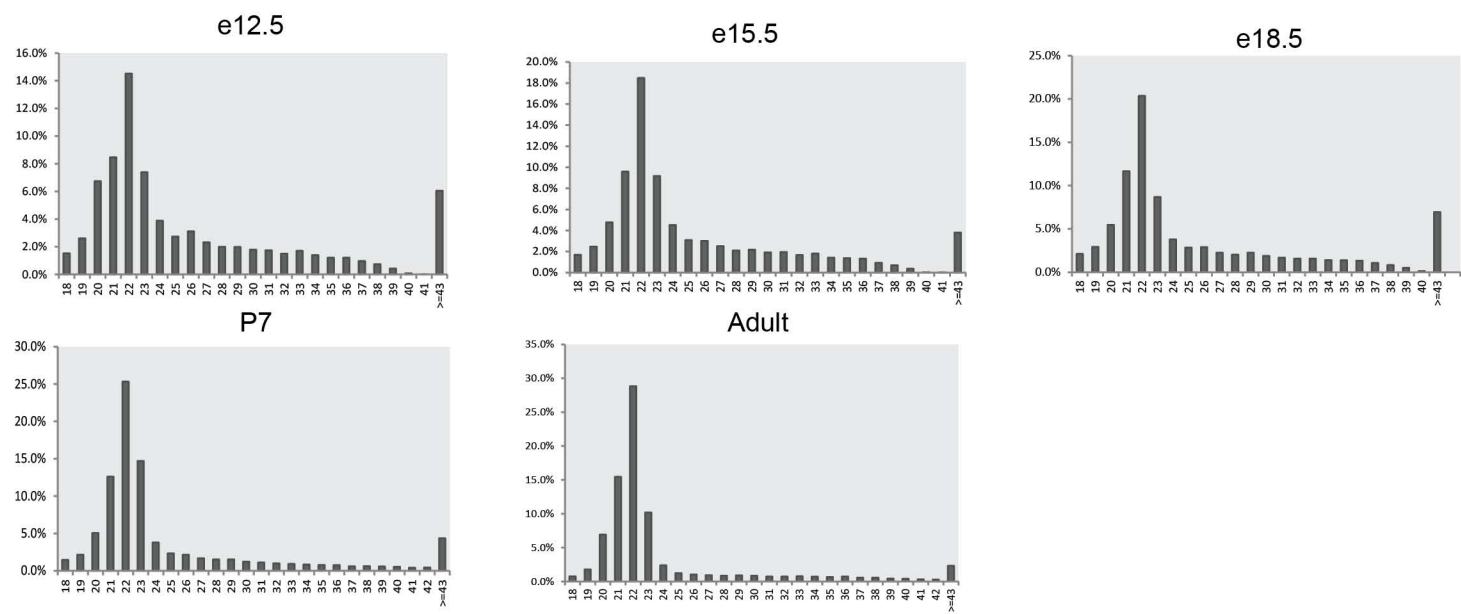

B

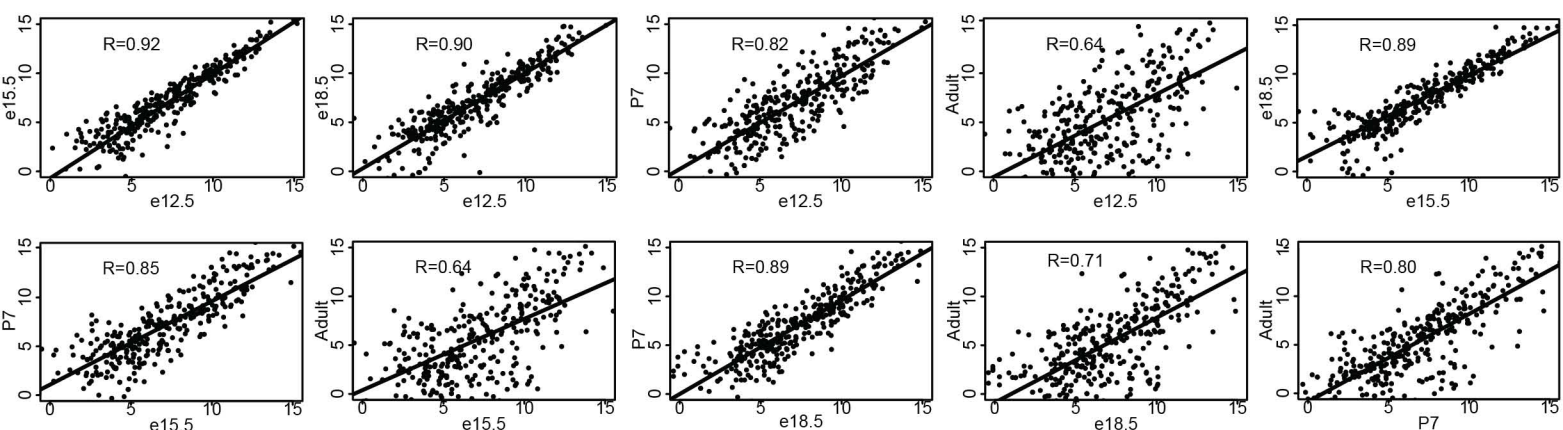

C

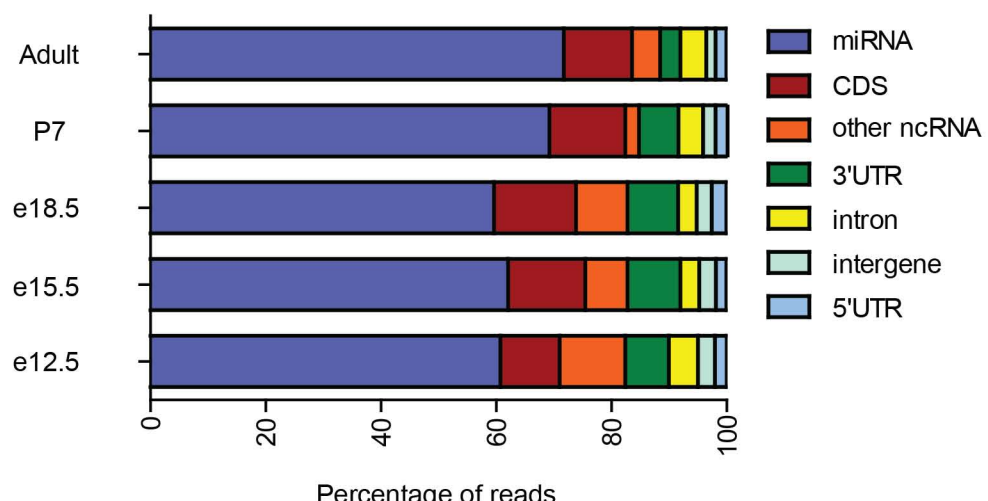

Figure S4

A

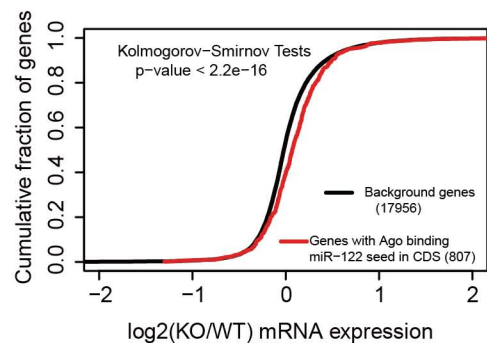

B

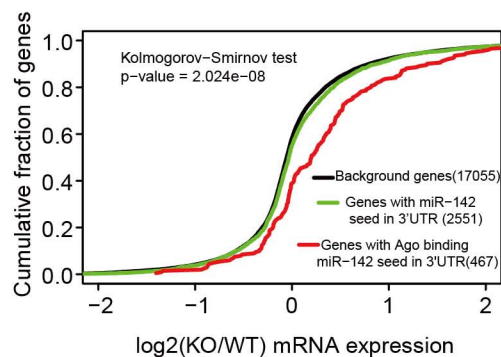

C

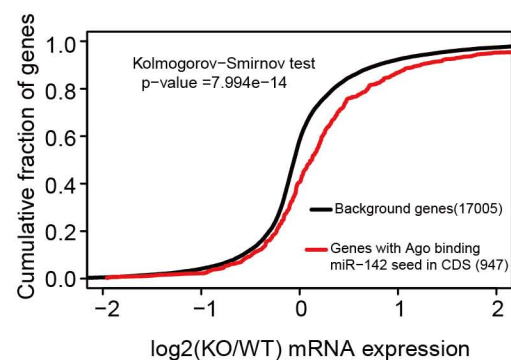

D

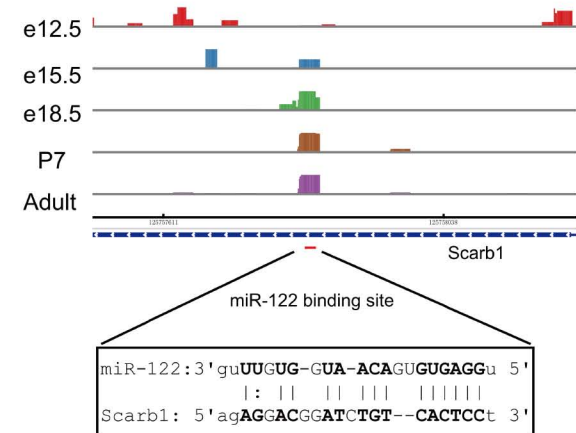

E

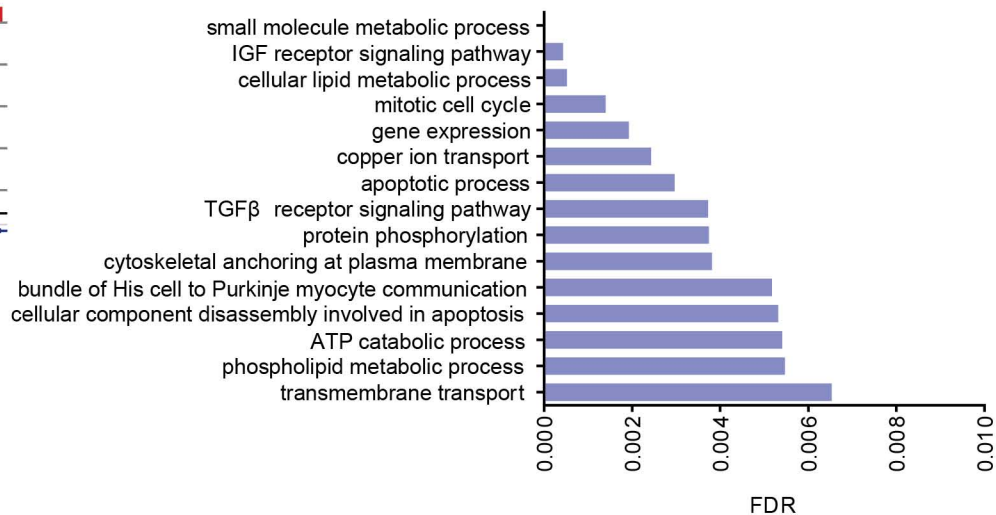

Figure S5

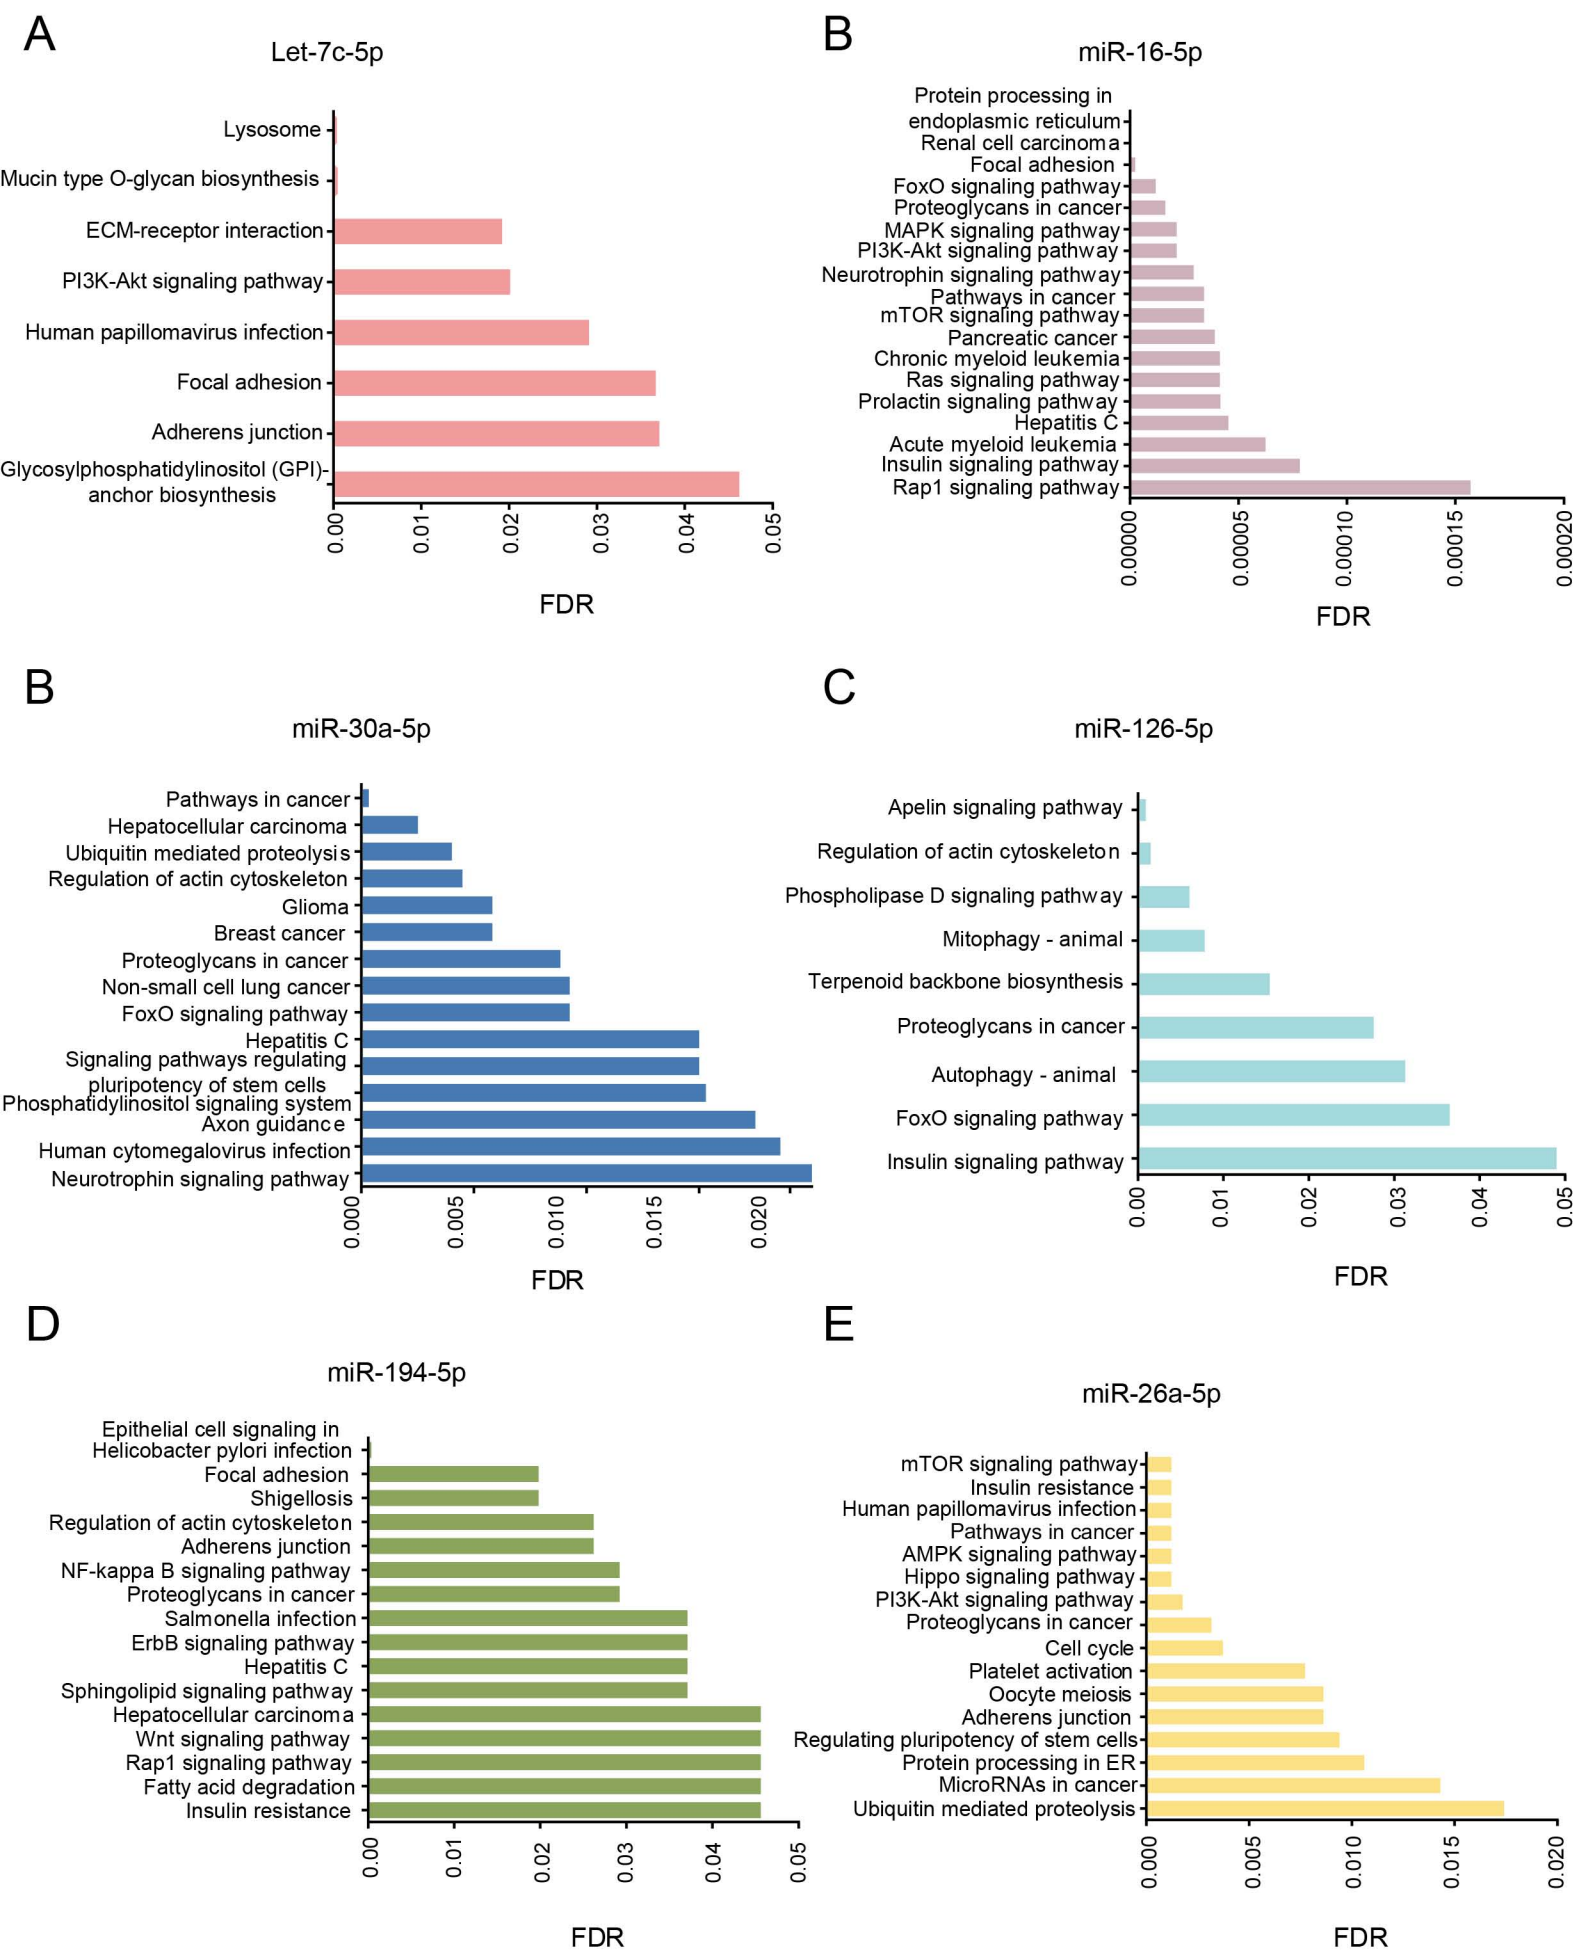

Figure S6

A

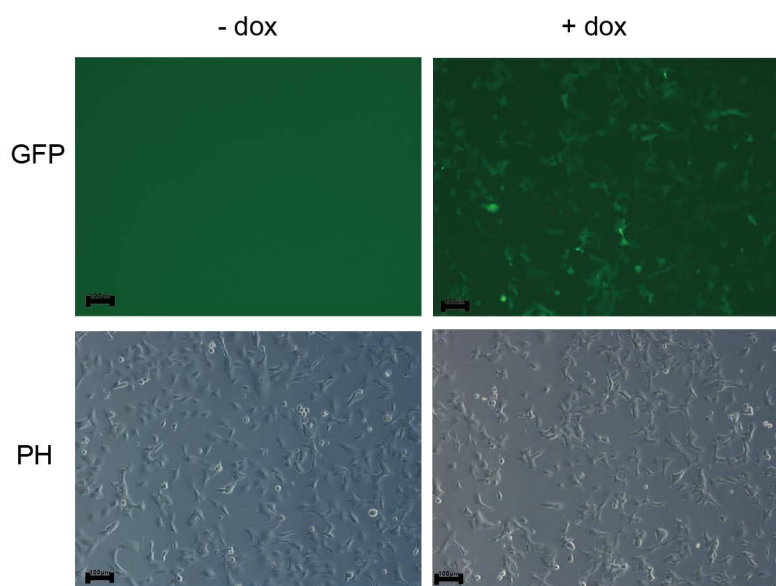

B

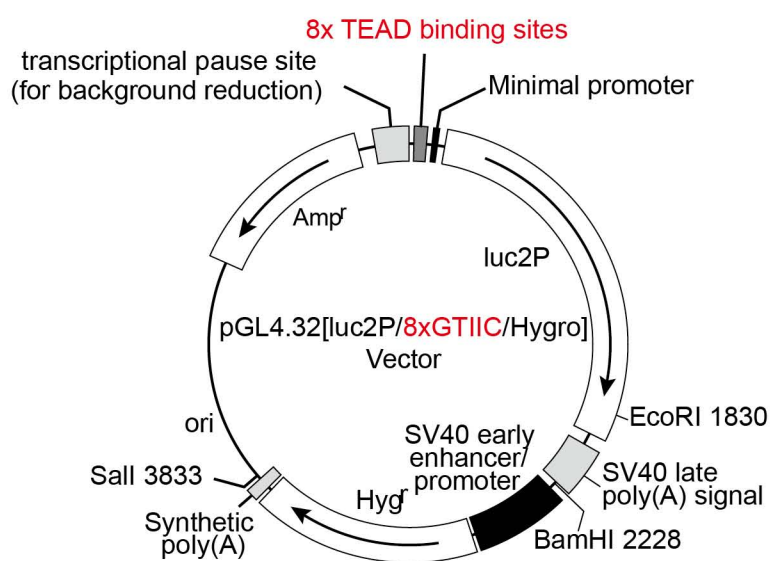

C

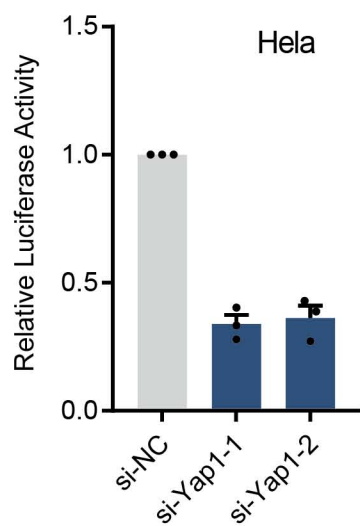

D

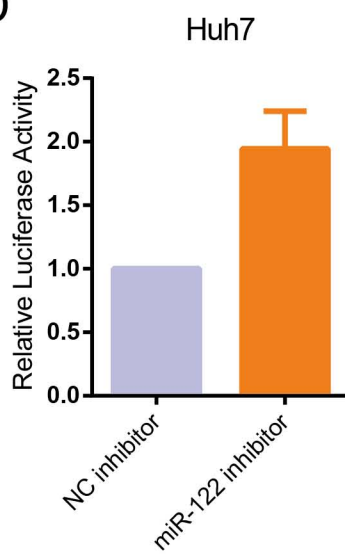

E

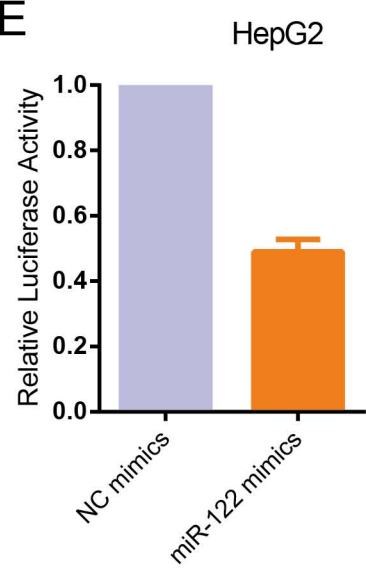

Figure S7

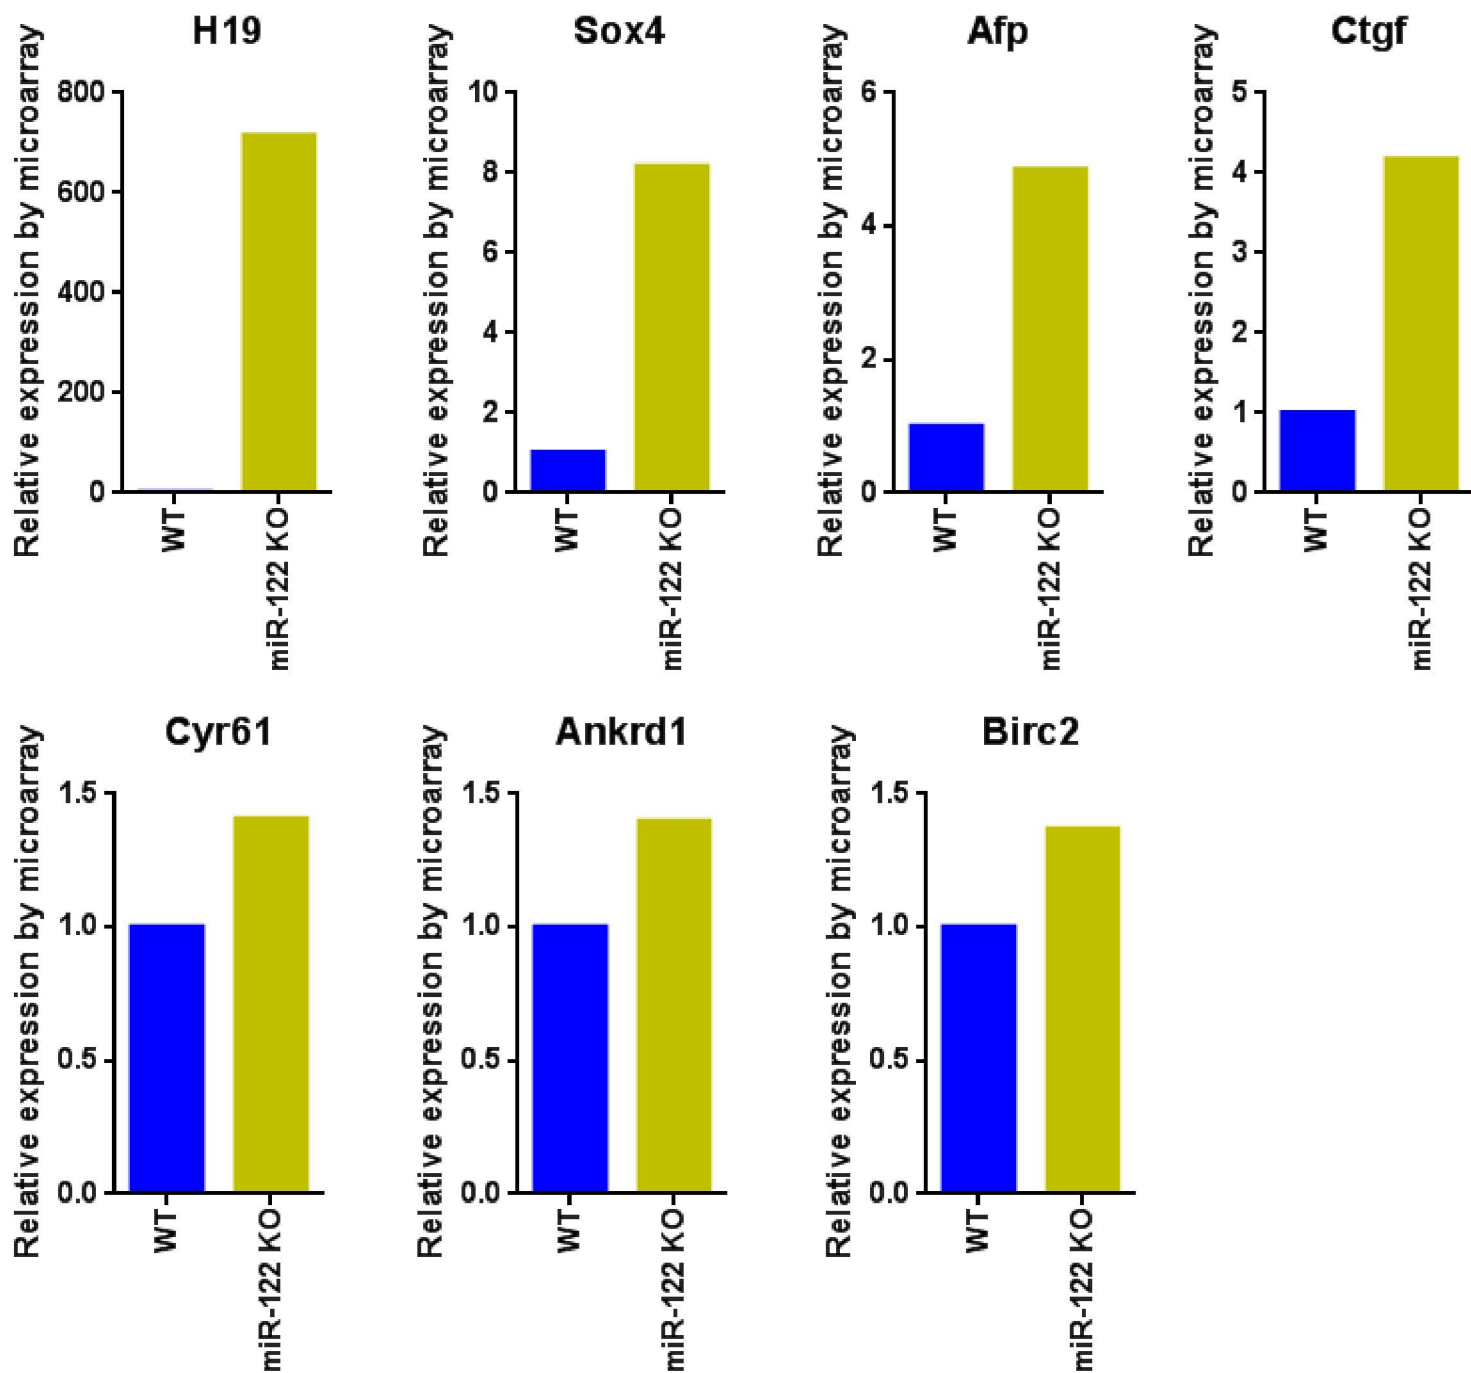

Figure S8

Taz-MT: 5' GUCUGCCUUUGUACUCAGUGAGGU 3'  
          : || | | | | | | |  
miR-122: 3' UUGUGGUAAC ---AGUGUGAGGU 5'  
          || | | | | | | | | | | | | |  
Taz-WT: 5' GUCUGCCUUUGUACUCACACUCCU 3'

Ppp1cc-MT: 5' CCCAGACUAUCUGAAGCAGUGAGGU 3'  
          | | | | : | | | | | |  
miR-122: 3' GUUUGUGGUA-AC--AGUGUGAGGU 5'  
          | | | | : | | | | | | | | | | |  
Ppp1cc-WT: 5' CCCAGACUAUCUGAAGCACACUCCU 3'

Net1-MT: 5' AGAAAUCCUUAGACAGUGAGGC 3'  
          : || | | | | | | |  
miR-122: 3' GUUUGUGGUAACAGUGUGAGGU 5'  
          : || | | | | | | | | | | | | |  
Net1-WT: 5' AGAAAUCCUUAGACACACUCCC 3'

Arhgap32-MT: 5' GAAACAUGUCUGGACACGUGAGGA 3'  
          | | | | : : | | | | |  
miR-122: 3' GUUUGUG-GUAACAGU-GUGAGGU 5'  
          | | | | : : | | | | | | | | | | |  
Arhgap32-WT: 5' GAAACAUGUCUGGACACCACUCCA 3'

Ppp2r3a-MT: 5' CUCUCACUAU--ACAGUGAGGU 3'  
          | | | | : | | | | | |  
miR-122: 3' GUUUGUGGUAACAGUGUGAGGU 5'  
          | | | | : | | | | | | | | | | |  
Ppp2r3a-WT: 5' CUCUCACUAU--ACACACUCCG 3'

Arhgap5-MT: 5' AGUAUCCUGUUCAUAUGUGAGGU 3'  
          : | | | | : | | | | | |  
miR-122: 3' GUUUGUGGUAACAGUGUGAGGU 5'  
          : | : : : | | | | | | | | | | |  
Arhgap5-WT: 5' AGUAUCCUGUUCAUAGCACUCCA 3'

Rock2-MT: 5' GCACUGGAUGCAAUAGUGAGGU 3'  
          | : : | | |  
miR-122: 3' GUUUGUGGUAACAGUGUGAGGU 5'  
          | : : | : | | | | | | |  
Rock2-WT: 5' GCACUGGAUGCAAUACACUCCA 3'

Smurf2-MT: 5' AGGACA-CACUACAGUGAGGU 3'  
          : : | | | | | | | | | |  
miR-122: 3' GUUUGUGGUAACAGUGUGAGGU 5'  
          : : | | | | | | | | | | | | | |  
Smurf2-WT: 5' AGGACA-CACUACACACUCCU 3'

Scrib-MT: 5' GUAGGAGGUUCUGAUGUGAGGU 3'  
          | : | | | | | | |  
miR-122: 3' GUUUGUGGUAACAGUGUGAGGU 5'  
          | : | | | | | | | | | | | | |  
Scrib-WT: 5' GUAGGAGGUUCUGAUCACUCCA 3'

Arhgap11a-MT: 5' AAGGAACCAGCUAAGGUGAGGU 3'  
          | | | | : | | | | | |  
miR-122: 3' GUUUGUGGUAACAGUGUGAGGU 5'  
          | | | | : | | | | | | | | | | |  
Arhgap11a-WT: 5' AAGGAACCAGCUAAGCACUCCA 3'

Ppp1r9a-MT: 5' CUGUGACUUUAUUAAGUGAGGU 3'  
          | : : | | : | | | | | |  
miR-122: 3' GUUUGUGGUAACAGUGUGAGGU 5'  
          | : : | | : | | | | | | | | | | |  
Ppp1r9a-WT: 5' CUGUGACUUUAUUAACACUCCA 3'

Ppp2r4-MT: 5' CUGGCCCCUUUGCGGAAGUGAGGU 3'  
          : : | | | | | | |  
miR-122: 3' GUUUGUGGUAACAGUGUGAGGU 5'  
          : : | | | | | | | | | | | | | |  
Ppp2r4-WT: 5' CUGGCCCCUUUGCGGAACACUCCA 3'

lqgap1-MT: 5' GGUGCCUCAGU-UCAGUGAGGU 3'  
          | : : | | | | | | | | | |  
miR-122: 3' GUUUGUGGUAACAGUGUGAGGU 5'  
          : | : | | | | | | | | | | | | |  
lqgap1-WT: 5' GGUGCCUCAGU-UCACACUCCC 3'

Foxo1-MT: 5' UGACUACCUUUGUUUGGGUGAGGU 3'  
          : | : | | | | | | : |  
miR-122: 3' GUUUGUGGUAACAG---UGUGAGGU 5'  
          : | : | | | | | | : | | | | | | | |  
Foxo1-WT: 5' UGACUACCUUUGUUUGGGCACUCCA 3'

Ppp2r2a-MT: 5' ACAGUUGGCUGUAAUGUGAGGU 3'  
          | : : | | | |  
miR-122: 3' GUUUGUGGUAACAGUGUGAGGU 5'  
          | : : | : | | | | | | | | | | |  
Ppp2r2a-WT: 5' ACAGUUGGCUGUAAUCACUCCU 3'

Agt-MT: 5' UGACUACCUUUGUUUGGGUGAGGU 3'  
          : | : | | | | | | : |  
miR-122: 3' GUUUGUGGUAACAG---UGUGAGGU 5'  
          : | : | | | | | | : | | | | | | | |  
Agt-WT: 5' agAACCCCAGTGTGGAGACACTCCc 3'

Rapgef6-MT: 5' ACAGUUGGCUGUAAUGUGAGGU 3'  
          | : : | | | |  
miR-122: 3' GUUUGUGGUAACAGUGUGAGGU 5'  
          | : : | : | | | | | | | | | | |  
Rapgef6-WT: 5' ACAGUUGGCUGUAAUCACUCCU 3'

Ppp1cb-MT: 5' UCCUGACCUUUGAGUAUCUGGUGAGGU 3'  
          | | | | | | | | | | | |  
miR-122: 3' GUUUGUGGUAAC---AG-UGUGAGGU 5'  
          | | | | | | | | : | | | | | | | |  
Ppp1cb-WT: 5' UCCUGACCUUUGAGUAUCUGCACUCCC 3'

Magi3-MT: 5' CAAGAAAGCACCCAUCACUCCA 3'  
          | : | | | |  
miR-122: 3' GUUUGUGGUAACAGUGUGAGGU 5'  
          | : | | | | | | | | | | |  
Magi3-WT: 5' CAAGAAAGCACCCAUCACUCCA 3'

Figure S9

A

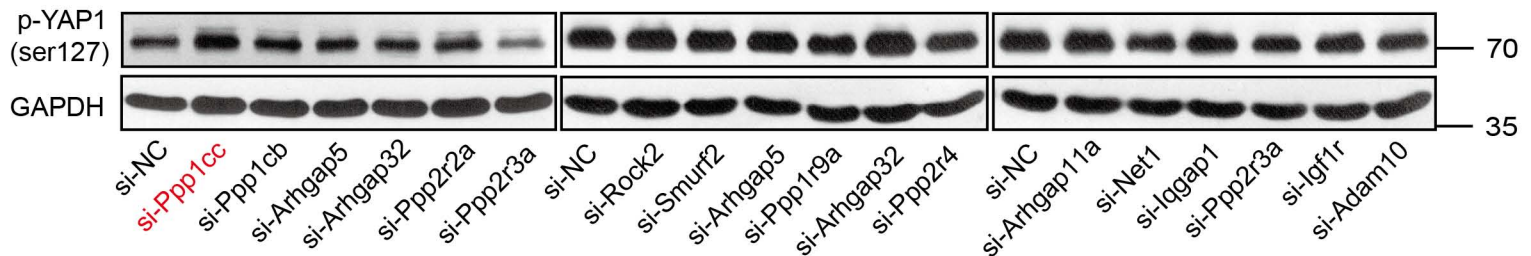

B

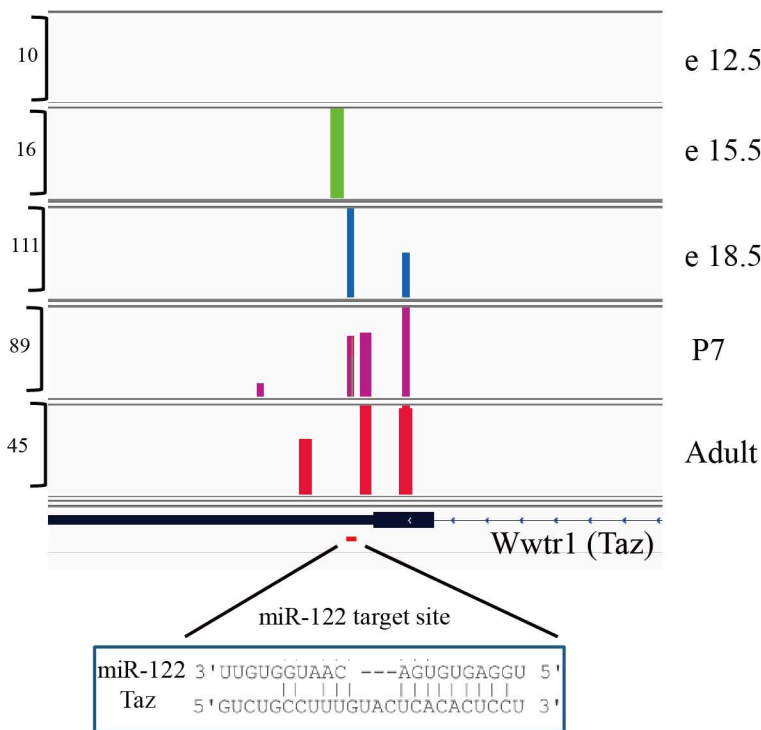

C

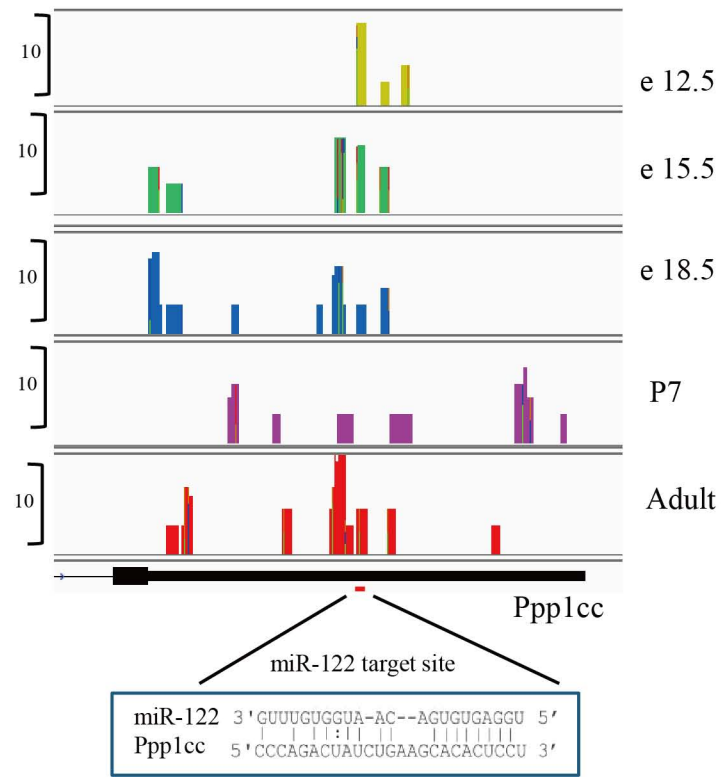

**Supplement:** Supplementary file 1 — Supplementary Figures

# Supplementary material for: Genome-wide identification of microRNA targets reveals positive regulation of the Hippo pathway by miR-122 during liver development
**Source:** Cell Death Dis. 2021 Dec 14;12(12):1161. doi: 10.1038/s41419-021-04436-7
**Supplement:** Supplementary file 2 — Table S1

Table S1 HITS-CLIP reads mapped to mouse genome and transcriptome

| sample | Total reads | Mapping rate (genome) | Mapping rate (transcriptome) |
| --- | --- | --- | --- |
| e12.5 | 67,897,472 | 79% | 74% |
| e15.5 | 26,518,252 | 79% | 75% |
| e18.5 | 22,049,975 | 72% | 68% |
| P7 | 20,229,361 | 80% | 78% |
| Adult | 30,524,418 | 90% | 87% |
| e18.5 rep2 | 94,032,967 | 82% | 77% |

# Supplementary material for: Genome-wide identification of microRNA targets reveals positive regulation of the Hippo pathway by miR-122 during liver development
**Source:** Cell Death Dis. 2021 Dec 14;12(12):1161. doi: 10.1038/s41419-021-04436-7
**Supplement:** Supplementary file 3 — Table S2

Table S2 miRNA-mRNA interaction Relationships of each sample

| sample | miRNA-targets  total | miRNA-targets  in 3’UTR | miRNA-targets  in CDS | miRNA-targets  in 5’UTR |
| --- | --- | --- | --- | --- |
| e12.5 | 431,719 | 161,743 | 245,779 | 24,197 |
| e15.5 | 161,892 | 61,358 | 95,602 | 4,932 |
| e18.5 | 156,427 | 56,686 | 94,053 | 5,688 |
| P7 | 347,106 | 119,466 | 213,261 | 14,379 |
| Adult | 262,941 | 65,965 | 186,390 | 10,586 |
| e18.5 rep2 | 91,404 | 52,300 | 36,263 | 2,841 |

# Supplementary material for: Genome-wide identification of microRNA targets reveals positive regulation of the Hippo pathway by miR-122 during liver development
**Source:** Cell Death Dis. 2021 Dec 14;12(12):1161. doi: 10.1038/s41419-021-04436-7
**Supplement:** Supplementary file 6 — Table S5

Table S5 number and repeatability of miR-122 targets

| Detected samples | 3’UTR | CDS | 5’UTR |
| --- | --- | --- | --- |
| 6 | 25 | 92 | 2 |
| ≥5 | 67 | 189 | 4 |
| ≥4 | 134 | 321 | 13 |
| ≥3 | 253 | 555 | 34 |
| ≥2 | 458 | 963 | 99 |
| ≥1 | 927 | 1,649 | 340 |

# Supplementary material for: Genome-wide identification of microRNA targets reveals positive regulation of the Hippo pathway by miR-122 during liver development
**Source:** Cell Death Dis. 2021 Dec 14;12(12):1161. doi: 10.1038/s41419-021-04436-7
**Supplement:** Supplementary file 9 — Table S8

Table S8-1 Sequence of siRNA and miRNA mimics

| Name | Sense sequences |
| --- | --- |
| Negative control | UUCUCCGAACGUGCAGGUTT |
| miR-122-5p mimics | UGGAGUGUGACAAUGGUGUUUG |
| Mouse si-Yap1 1# | GUUGAAACAACAGGAAUUATT |
| Mouse si-Yap1 2# | GGAGAAGUUUACUACAUAATT |
| Mouse si-Taz 1# | CAGCCGAAUCUCGCAAUGATT |
| Mouse si-Taz 2# | GAUGAAUCCGUCCUCGGUGTT |
| Human si-Yap1 1# | GCUUAUAAGGCAUGAGACATT |
| Human si-Yap1 2# | CCACCAGUGCAGCAGAAUATT |
| Mouse si-PPP1CC-1#  Mouse si-PPP1CC-2# | CGAUGUUGUUUCUGUGGAATT  AUCUUUGGAGCCACUGAUUTT |

Table S8-2 The sequence of primer for qPCR

| Name | Sequences |
| --- | --- |
| U6-F | CGCTTCGGCAGCACATATAC |
| U6-R | TTCACGAATTTGCGTGTCAT |
| RT-miR-122-5p | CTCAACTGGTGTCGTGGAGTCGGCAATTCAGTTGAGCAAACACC |
| FP-miR-122-5p | TCGCCTGGAGTGTGACAATGG |
| Gapdh-F | CGTCCCGTAGACAAAATGGT |
| Gapdh-R | TCAATGAAGGGGTCGTTGAT |
| Taz-F | CAGTCCTATGACGTGACCGA |
| Taz-R | GGTCTTGCCATGTGGTGATT |
| Yap1-F | CCTGATGATGTACCACTGCC |
| Yap1-R | GCCATGTTGTTGTCTGATCG |
| Afp-QF | GGCGATGGGTGTTTAGAAAG |
| Afp-QR | CAGCAGCCTGAGAGTCCATA |
| Ppp1cc-F | CATCGACAGCATCATCCAAC |
| Ppp1cc-R | CGAGACTTCAGGCAGAGTCC |
| Ankrd1-QF | TGAGGCTGAACCGCTATAAGA |
| Ankrd1-QR | CAGTGCAACACCAGATCCAT |
| Cyr61-QF | CACCGCTCTGAAAGGGATCT |
| Cyr61-QR | TTTACAGTTGGGCTGGAAGC |

Table S8-3 Adaptor and primer used for HITS-CLIP(N is barcode sequence)

| Name | sequences |
| --- | --- |
| 3’ RNA linker | AMP-5’p=5’pCTGTAGGCACCATCAATdideoxyC-3’ |
| 5’ RNA linker | 5’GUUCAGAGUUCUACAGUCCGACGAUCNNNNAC’3 |
| RT primer | 5’-ATTGATGGTGCCTACAG-3’ |
| Sol_3_Modban | 5'-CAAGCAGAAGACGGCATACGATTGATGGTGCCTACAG-3' |
| Sol_5_SBS3 | 5'-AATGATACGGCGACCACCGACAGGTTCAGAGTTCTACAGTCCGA-3' |

How the deposited data were processed for this re-analysis (not part of the article)

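Ago HITS-CLIP of mouse liver was analysed from 1 table of miRNA-target interactions for each of 5 stages, e12.5, e15.5, e18.5, P7 and adult, with 1 table per stage, called a library here, and no labelled replicates. The paper's methods name 2 biological replicates for Ago2. The stage of each table was taken from the sample labels. Table S1 and Table S2 also list a second e18.5 library, and the labels do not say whether its sites are among those of the e18.5 table. No separate table of it was used here. The H3K27ac, microarray, luciferase and animal experiments of the paper were not analysed here.

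The authors preprocessed the reads with the FASTX-Toolkit and mapped them with Bowtie to mm10 and to the miRNA precursors of miRBase v19, and the paper's text does not name the versions. They then grouped overlapping reads into clusters, annotated the clusters with UCSC refGene and Ensembl, and scanned them for seed matches. The read column deposited by the authors is a signal, as whole numbers that were not scaled to library size and of which the lowest is 5. It is named as the highest read number in the miRNA target at e12.5 and in the peak at the other stages. Both were taken as the highest number of reads in a cluster, and whether they are the same measure is not known. The deposited conservation score of each site runs from 0 to 1, and the paper's text does not name the method behind it. The deposited free energy of each duplex is a score as well, negative in every entry, and it was not used here. Each interaction name carries a whole number for the miRNA, which the tables do not explain. It was taken as the read count of the miRNA because its shares by stage follow the paper's Fig. 2B, so a comparison of miRNA abundance with that figure is not independent of this choice. A miRNA with several gene copies has entries and a number for each copy, and the highest number was used. This was so for 24 miRNAs at e12.5 and 19 in adult liver, and 88351 entries at e12.5 repeat a site for a further copy. Whether the authors pooled libraries is not stated in the paper's text.

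The tables of e12.5, e15.5 and e18.5 each hold 2 lists, recognised because the order of the miRNAs starts again and cluster numbers recur at other positions. The lists were not treated as replicates, since the labels do not describe them. For counts of clusters, the lists were joined, and clusters that overlapped on the same strand were counted once, which was so for 22028 clusters at e12.5, 5293 at e15.5 and 9194 at e18.5. For read counts and interactions, the lists were added up. The total over regions was taken as the sum of the 3 regions, as Table S2 takes it, a choice made after the tables had been seen.

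Coordinates are those of mm10, counted from 1, and the sequence of GRCm38 and its gene annotation were used for sequences, exons and miRNA genes. Gene symbols were matched as listed, and otherwise through RefSeq synonyms. Shares were computed with Wilson 95% intervals, which cover counting error and not the spread between libraries. The depth behind them was between 7781484 and 25546696 miRNA reads per library, and between 76948 and 208193 clusters. With 16150 3′UTR clusters at e18.5, for example, the interval of a share near the middle of the range extends by less than 1 percentage point to either side. The tables hold only clusters with a site, so their totals are not the depth of the libraries, and the paper's totals in Table S1 were used as an alternative for scaling.

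The site shares of 12 miRNAs in 3′UTR clusters were compared between the e12.5 and adult libraries with two-sided Fisher's exact tests, and those of 307 seed families with at least 50 3′UTR clusters in both libraries in the same way, each set with Benjamini-Hochberg adjustment and a threshold of 0.05. Overlaps of target lists were tested with one-sided Fisher's exact tests against the genes with any 3′UTR interaction. Hexamers were ranked by observed over expected occurrences with a Markov model of order 3, within 25 nt of the middle of the sites of a cluster. RSAT, which the paper used for motifs, was not used here. Relations across seed families were measured as Spearman's rho with 100000 permutations. Duplexes of miR-122-5p with fragments of 22 nt were folded with RNAfold 2.7.2 through a linker of 9 nt. Abundance changes are on the log2 scale after adding 1 rpm. The computations were done with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the plots were drawn with matplotlib 3.10.9.

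The hexamer ranking was tested on simulated data with 20000 sequences, in which 10 hexamers were each planted in 2% of the sequences, and all 10 were among the first 50. Without planting, the highest ratio was 1.25. The sequences were drawn from the background model itself, and hexamers with few expected occurrences were left out of the planting and of this highest ratio. At e12.5 ACGGTT occurred 303 times in 39452 clusters, with 159 expected, which is a smaller excess than was planted. The simulation therefore says nothing on rare hexamers or on an excess that small. The comparison of site shares was tested on simulated data with 602 families, of which 60 were changed by a log2 odds ratio of 0.7, and 48 of these were recovered, while 1 of the 542 unchanged families was called. Of 2000 simulated Wilson intervals, 95% held the true share.

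The alternatives tried were a minimum of 10 reads per cluster, sites with at least 7 matched bases, single-region clusters, distinct combinations of miRNA, gene and region, summed seed families, genes as the unit, CDS clusters, neighbouring libraries, another Markov order, at least 2 libraries per target gene, other backgrounds for the overlaps, other scalings for Scarb1, 1 list at a time, a limit of 20 reads per miRNA, the span of the sites for hexamers, mRNA clusters as the whole, and other handling of gene copies. The last 5 of these and the scaling of Scarb1 to clusters outside miRNA genes were chosen after seeing the data. The genes, miRNAs and seed families named are those the paper names, the 10 genes with most reads at 3′UTR miR-122-5p sites among genes with such a site in every library, and the 10 seed families outside the paper with the largest odds ratio either way. Outside this rule, Adk, miR-542-3p, miR-7021-5p, miR-1964-5p and the hexamers ACACTA and CGCCGC were named after their values were seen. Table S3 could be read only in part, and the comparison with its pairs rests on that part. The genes of miR-451a in Table S4 could also be read only in part, so their number was not set beside the paper's.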

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

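In this part, the test of intronic seed matches against the abundance of other miRNAs, the test of the added antibody, the test of seed families with few reads and the test of the reads of the families outside the paper were chosen only after the result was seen, and the limits by which the comparison with other families in introns was read were widened after its first value was known. The reading of chance matches was changed after the families with few reads had been seen.

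The paper analyses miR-122 sites in the 3′UTR, CDS and 5′UTR. The tables also list miR-122-5p sites in clusters that lie in introns or outside annotated genes and under no mRNA region, and these are data the paper does not report on. Sites in intronic clusters numbered 298 at e12.5 and 1205 in adult liver, and those outside genes 279 and 437. Of the clusters with an entry under an intron and under no mRNA region, 46337 at e12.5 and 12392 in adult liver, 0.643% and 9.72% had a miR-122-5p site there. At the stages between, this was so for 1.35% at e15.5, 4.66% at e18.5 and 8.60% at P7, without a dip at P7. Among the intronic sites, 8mers and 7mer-m8s made up 33.2% at e12.5, 49.3% at e15.5, 56.5% at e18.5, 44.8% at P7 and 53.9% in adult liver (for adult against e12.5, log2 odds ratio 1.24, two-sided Fisher's exact test, adjusted p = 7.13e-10 over 6 comparisons). The share was lower at P7, where miR-122-5p held its largest share of the miRNA reads, than at e18.5 or in adult liver, so from stage to stage it did not follow the abundance of miR-122-5p. Outside genes the share rose from 30.1% to 48.1% (log2 odds ratio 1.10, adjusted exact p = 3.83e-06). In the 3′UTR it was 28.3% and 30.7% (log2 odds ratio 0.17, adjusted exact p = 0.435), so the rise was not seen there, though the difference between introns and the 3′UTR was not itself tested. Each of these tests compares 2 libraries.

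Chance matches in intronic clusters were expected to leave the share of long matches as it was, and it rose from 33.2% to 53.9%. This does not rule out chance or the base composition of the clusters. The share also changed for some miRNAs with hardly any reads, but these could not decide the question. Of 27 seed families with fewer than 10 rpm at both stages, 4 changed at least as much as miR-122, 2 up and 2 down, and for miR-7021-5p the share rose from 20.4% to 56.0%. The seeds of the 2 that rose, miR-7021-5p (TAGGAGT) and miR-1964-5p (GCTGGAG), share bases with that of miR-122-5p (GGAGTGT). Sites shared with miR-122-5p were not left out here, so these families are not an independent control. Copies of the site in repeats do not account for it, because outside repeats the adult share was 51.5% (log2 odds ratio 1.17, adjusted exact p = 4.63e-08). Nor do a few genes, since the 10 genes with most long intronic sites held 6% of the 650 sites in 599 genes, the highest being Adk with 8. A lengthening of intronic matches for every miRNA was not seen, but one shared with part of the miRNAs remains open. Among 121 seed families with at least 100 intronic sites, 8, miR-122 included, showed a rise at least as large as that of miR-122, and among the 27 abundant ones 6 did. The median log2 odds ratio of the 121 families was 0.07, and 13 families rose and 11 fell past the threshold. The change followed the change of abundance across the 27 abundant families (Spearman's rho 0.719, permutation p = 4.0e-05, adjusted p = 0.000320 over 8 relations), which are families within these libraries and not independent replicates. This is consistent with guiding of Ago to intronic sites by miRNAs that became more abundant, as a hypothesis found and tested on the same data. The stages of miR-122 itself go against it in part, as its share of long intronic matches was lower at P7. The share of intronic clusters with a miR-122-5p site was not lower there than at e18.5. The pattern cannot be told apart from a rise shared by part of the miRNAs for another reason. The Ago1 antibodies added for the P7 and adult livers do not account for the rise, since the share was already 56.5% (52.1 to 60.9) at e18.5, with Ago2 antibodies alone.

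Outside the families that the paper names, 294 seed families had enough 3′UTR clusters to be compared, and 58 of them had a larger site share in adult liver than at e12.5 and 59 a smaller one. The 10 with the largest odds ratio either way were miR-3966 (log2 odds ratio 2.05), miR-3068-5p (1.76), miR-6908-3p (1.70), let-7j (1.57), miR-3057-5p (1.42), miR-101a-5p (-1.11), miR-5114 (1.08), miR-3970 (1.05), miR-196a-5p (1.05) and miR-1839-5p (1.05). A candidate explanation is that their sites share bases with sites of miR-122 or let-7. Without the 3′UTR clusters that hold such a site, 38748 clusters were left at e12.5 and 14962 in adult liver, and 6 of the 9 families with a larger share kept it. miR-196a-5p and miR-1839-5p lost it, and let-7j could not be tested, because all of its clusters also held such a site. Targeting by the miRNAs themselves was weighed by their own reads, which rose for 5 of the 9 families and did not for 4. Some of these rises were small or rest on few reads, as for let-7j (log2 change 0.13) and miR-6908-3p (from 8 to 17 reads). For miR-101a-5p, whose share was smaller in adult liver, the reads rose from 43 to 1565, which goes against targeting by the miRNA itself. The families differ in this. miR-3966, miR-3057-5p and miR-5114 kept the larger share while their own reads did not rise. With those clusters left out, their log2 odds ratios were 2.12, 1.27 and 0.86 in the same order. Listed sites of miR-122 or let-7 thus do not account for the whole of it, nor does a rise of their own reads. Unlisted sites and sites shared with other miRNAs were not left out, so these remain open. miR-3068-5p, miR-6908-3p and miR-3970 kept the larger share and their reads rose. For let-7j, miR-196a-5p and miR-1839-5p the larger share cannot be told apart from sites shared with miR-122 or let-7. The base composition of the clusters and the added antibody were not tested as explanations here.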

How the results depend on the processing

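The alternatives in this part were chosen before the data were examined, except the use of 1 list of an embryonic table at a time, the mRNA clusters as the whole for region shares, the span of the sites for hexamers, the limit of 20 reads per miRNA, the handling of miRNAs with several gene copies, and the reads outside miRNA genes for Scarb1, which were chosen after seeing the data. No paired analysis was possible because there was 1 table per stage and the labels do not describe the lists within the embryonic tables. Over all alternatives, miR-122-5p kept a larger 3′UTR site share in adult liver, with log2 odds ratios from 1.15 to 2.04 and adjusted p from 2.40e-96 to 3.66e-30, and so did let-7c-5p, from 0.90 to 1.67, and miR-30a-5p, from 0.26 to 1.26. miR-451a kept a smaller one, from -3.00 to -1.15, as did miR-142-3p, from -1.46 to -0.32, and miR-144-3p, from -1.05 to -0.28. The number of miRNAs with a smaller site share in adult liver stayed between 4 and 7, and the overlaps with the verified and StarBase targets stayed above the number expected under all 3 alternatives for each.

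With genes as the unit in place of clusters, the log2 odds ratio reversed to -0.59 for miR-16-5p and -0.22 for miR-26a-5p, and fell below the threshold at 0.26 for miR-194-5p and 0.14 for miR-126-3p, so that 3 of the 12 miRNAs had a larger share in adult liver. With the e15.5 library in place of e12.5, miR-16-5p reversed to -0.0079, and miR-26a-5p (0.20) and miR-136-5p (-0.22) no longer passed the threshold. With the first list of e12.5 alone, miR-92a-3p no longer passed it (-0.33). miR-16-5p passed it with 3′UTR clusters of at least 10 reads (0.20), CDS clusters (0.18), sites with at least 7 matched bases (0.20) and the P7 library in place of adult (0.24). With genes as the unit all 12 log2 odds ratios were lower than with clusters, and the e12.5 library held more 3′UTR clusters per gene. No cause was tested.

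Hexamer ranks depended on the background and the sequence used. A Markov model of order 4 gave CACTAC rank 124, ACGGTT rank 141, CACTCC rank 128 and TACCTC rank 122 at e12.5, and ACGGTT rank 3041, CACTCC rank 139 and TACCTC rank 36 in adult liver. CDS clusters gave CACTAC rank 70 and CACTCC rank 284 at e12.5, and CACTAC rank 2806, ACGGTT rank 347, CACTCC rank 20 and TACCTC rank 7 in adult liver. The span of the sites alone gave CACTAC rank 15, ACGGTT rank 1 and CACTCC rank 175 at e12.5, and CACTAC rank 286, ACGGTT rank 150, CACTCC rank 60 and TACCTC rank 15 in adult liver. The first list gave ACGGTT rank 2 at e12.5, and the second list CACTAC rank 27 and ACGGTT rank 3 at e12.5. ACGGTT ranked above CACTCC at e12.5 in all of these settings except the Markov model of order 4. CACTCC and TACCTC ranked above CACTAC and ACGGTT in adult liver in all of those computed for the adult library.

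Where only clusters listed under a single region were counted, the mRNA clusters numbered 60201 at e12.5, 29024 at e15.5, 27490 at e18.5, 51558 at P7 and 33752 in adult liver. The 3′UTR share was then 15.2% at e12.5, 19.0% at e15.5, 17.8% at e18.5, 20.8% at P7 and 16.6% in adult liver. The CDS share was then 19.0% at e12.5, 25.1% at e15.5, 25.6% at e18.5, 32.0% at P7 and 37.6% in adult liver. The 5′UTR share was then 1.08% at e12.5, 1.25% at e15.5, 1.71% at e18.5, 1.72% at P7 and 1.82% in adult liver. Clusters with at least 10 reads gave 28064 mRNA clusters at e18.5. Their 3′UTR share was 21.1% at e12.5, 24.4% at e15.5, 20.6% at e18.5, 25.8% at P7 and 21.0% in adult liver. Their CDS share was 31.0% at e12.5, 38.0% at e15.5, 33.9% at e18.5, 46.4% at P7 and 52.2% in adult liver. Their 5′UTR share was 2.61% at e12.5, 2.82% at e15.5, 3.56% at P7 and 3.87% in adult liver. With mRNA clusters as the whole, the 3′UTR held 41.5% at e12.5, 40.4% at e15.5, 38.0% at e18.5, 36.9% at P7 and 29.7% in adult liver. With mRNA clusters as the whole, the CDS held 61.3% at e12.5, 62.8% at e15.5, 63.4% at e18.5, 65.5% at P7 and 72.9% in adult liver. With mRNA clusters as the whole, the 5′UTR held 5.27% at e12.5, 4.70% at e15.5, 5.89% at e18.5, 5.20% at P7 and 5.47% in adult liver. In all of these the CDS held more clusters than the 3′UTR in every library.

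In the first list alone the mRNA clusters numbered 25134 at e12.5, 6410 at e15.5 and 24348 at e18.5. Its 3′UTR share was 17.2% at e12.5, 20.2% at e15.5 and 17.8% at e18.5. Its CDS share was 22.4% at e12.5, 30.1% at e15.5 and 29.1% at e18.5. Its 5′UTR share was 2.01% at e12.5, 2.39% at e15.5 and 2.98% at e18.5. Its interactions in the 3 regions together numbered 148944 at e12.5, 32618 at e15.5 and 133381 at e18.5. Its 3′UTR interactions numbered 61131 at e12.5, 12223 at e15.5 and 48419 at e18.5. Its CDS interactions numbered 81896 at e12.5, 19171 at e15.5 and 78307 at e18.5. Its 5′UTR interactions numbered 5917 at e12.5, 1224 at e15.5 and 6655 at e18.5. The second list alone gave 24032 mRNA clusters at e18.5. In it the 3′UTR held 20.3% at e12.5 and 26.7% at e18.5. In it the CDS held 31.2% at e12.5, 35.8% at e15.5 and 46.3% at e18.5. In it the 5′UTR held 2.59% at e12.5 and 3.77% at e18.5. Its interactions at e18.5 numbered 137037 in all, 47639 in 3′UTRs, 83306 in CDSs and 6092 in 5′UTRs.

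With miRNAs of the same seed summed, the 12 miRNAs held 78.3% at e12.5, 76.4% at e15.5, 75.0% at e18.5, 68.8% at P7 and 78.7% in adult liver, and the 5 early miRNAs 65.4% at e12.5, 56.8% at e15.5, 40.0% at e18.5, 14.1% at P7 and 6.79% in adult liver. In the first list the 12 miRNAs held 70.6% at e12.5, 67.1% at e15.5 and 68.0% at e18.5, the 5 early miRNAs 62.1% at e12.5, 49.3% at e15.5 and 39.4% at e18.5, and miR-122-5p 1.90% at e12.5, 8.24% at e15.5 and 9.13% at e18.5. In the second list the 12 miRNAs held 73.7% at e12.5, 70.3% at e15.5 and 65.0% at e18.5, the 5 early miRNAs 65.7% at e12.5, 58.6% at e15.5 and 40.1% at e18.5, and miR-122-5p 1.32% at e12.5, 3.04% at e15.5 and 9.41% at e18.5. The shares of the single miRNAs other than miR-122-5p were recomputed 176 times, and 144 of these values moved, 101 up and 43 down, while 32 did not. With the lowest in place of the highest number among the gene copies of a miRNA, the 12 miRNAs held 72.8% at e12.5, 69.1% at e15.5, 66.9% at e18.5, 56.4% at P7 and 66.2% in adult liver, the 5 early miRNAs 56.4% at e15.5, 39.8% at e18.5, 14.2% at P7 and 6.93% in adult liver, and miR-122-5p 1.46% at e12.5, 4.39% at e15.5, 9.33% at e18.5, 12.8% at P7 and 11.7% in adult liver. miR-194-5p then held 0.329% at e12.5 and 6.39% in adult liver. The share of 3′UTR clusters with a site of the top 100 miRNAs was 29.0% at e12.5, 33.0% at e15.5, 32.2% at e18.5, 30.2% at P7 and 32.1% in adult liver with at least 7 matched bases, and 50.3% at e18.5, 49.2% at P7 and 50.9% in adult liver with at least 10 reads. It was 53.7% at e15.5 in the first list, and 50.5% at e15.5 and 51.4% at e18.5 in the second.

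The miRNA-gene pairs of the Table S3 clusters numbered 28388 at e12.5, 16196 at e15.5, 14698 at e18.5, 28457 at P7 and 39608 in adult liver over the union of the 5 libraries, 4408 at e12.5, 603 at e15.5 and 1889 at e18.5 in the first list, and 1841 at e18.5 in the second. Genes required in at least 2 libraries numbered 556 for miR-122-5p, 78 for miR-126-5p, 53 for miR-127-3p, 252 for miR-136-5p, 304 for miR-142-3p, 654 for miR-144-3p, 282 for miR-194-5p and 198 for miR-451a. For miR-122-5p the same requirement left 556 genes in the 3′UTR, 1027 in the CDS and 94 in the 5′UTR, and sites with at least 7 matched bases left 669, 1033 and 100. Restricted to the 3′UTR, 10 of the Hippo candidates had a site. At the Scarb1 hexamer, the values in rpm of the reads of Table S1 were 0.641 at e15.5, 13.5 at e18.5, 64.5 at P7 and 18.51 in adult liver. At e18.5 the reads of both lists were divided by the reads of the first e18.5 library in Table S1, so that value depends on whether both lists belong to that library. In rpm of the reads of clusters outside miRNA genes they were 0.337 at e12.5, 2.13 at e15.5, 46.1 at e18.5, 270.03 at P7 and 113.7 in adult liver. The first list held 0 reads there at e12.5 and e15.5, and the second list gave 17.8 at e18.5.

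The depth of the tables limits several results. Clusters with fewer than 5 reads are not listed, and some seed matches within clusters, such as that of Scarb1, are not listed either. The lack of a listed miR-122-5p site, as for Ankrd1 or Ppp1cb, does not show that a bound site is lacking. The Scarb1 values at e12.5 and e15.5 rest on 7 and 17 reads, and the listed miR-122-5p site of Wwtr1 on 12. In the first list of e18.5 a cluster with 19 reads also covered the Wwtr1 site, which was not listed there for miR-122-5p. The e12.5 table lists more clusters than the adult table, and numbers of interactions and clusters depend on how much each table lists. The effect of equal depth was not computed, because the tables hold no single reads that could be drawn at random.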

Differences from the paper's values

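Of 82 values that could be set beside the paper's, 37 differed by more than 1.5 times. A gap is called closed where a value came within 1.5 times of the paper's. No replicate error was available for these comparisons, since the labels describe no replicates.

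The paper's Table S2 counts 431719 interactions at e12.5, of which 161743 lie in 3′UTRs and 245779 in CDSs, and 766054, 294739 and 440809 were counted here. Of the alternatives set before the data were examined, distinct combinations of miRNA, gene and region closed the gap (586159, 227514 and 332902), and clusters with at least 10 reads did not. Chosen after seeing the values, the second list alone closed it as well (617110, 233608 and 358913), while miRNAs with at least 20 reads, the first list alone and each site counted once for miRNAs with several gene copies did not. At e15.5 the paper's counts are 161892 in all, 61358 in 3′UTRs and 95602 in CDSs, against 266206, 100993 and 155612. Distinct combinations closed these gaps (220594, 84783 and 127369) and clusters with at least 10 reads did not. Of the alternatives chosen after seeing the values, miRNAs with at least 20 reads (238706, 91039 and 139086) and the second list (233588, 88770 and 136441) did, the first list did not, and counting each site once for miRNAs with several gene copies did so for the CDSs alone (143171). The paper counts 4932 interactions in 5′UTRs at e15.5, against 9601. No alternative set before the data were examined closed this gap, and distinct combinations from sites with at least 7 matched bases (3709), chosen after seeing the values, did.

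At e18.5 the paper counts 156427 interactions in all, 56686 in 3′UTRs and 94053 in CDSs, against 270418, 96058 and 161613. Distinct combinations (207383, 74963 and 122001) and clusters with at least 10 reads (202553, 72010 and 120816) closed these gaps, and so did, chosen after seeing the values, miRNAs with at least 20 reads (210067, 74449 and 125730), the first list (133381, 48419 and 78307) and the second list (137037, 47639 and 83306), while counting sites once over gene copies did not. For 5′UTRs at e18.5 the paper counts 5688, against 12747, and neither alternative set before the data were examined closed the gap, while the first list (6655) and the second list (6092), chosen after seeing the values, did. At P7 the paper counts 347106 in all, 119466 in 3′UTRs, 213261 in CDSs and 14379 in 5′UTRs, against 559759, 195180, 341505 and 23074. Distinct combinations (487091, 173118, 292474 and 21499) and clusters with at least 10 reads (457365, 158285, 280563 and 18517) closed these gaps, and so did miRNAs with at least 20 reads (419498, 148097, 255000 and 16401), chosen after seeing the values. Counting sites once over gene copies, also chosen after seeing the values, closed the gap for all regions together (519272) and for CDSs (316694), and not for 3′UTRs or 5′UTRs.

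In addition, 17 ways of counting interactions were set beside Table S2 after the values had been seen, which were entries, distinct combinations, sites and combinations by cluster, over both lists or 1 list, and distinct combinations limited by the reads of the miRNA or to at least 7 matched bases. The limit of 20 reads per miRNA was taken from among these. Distinct combinations of miRNAs with at least 10 or at least 20 reads, chosen after seeing the values, closed the most gaps, 14 of 15 each, and at least 7 matched bases closed 10. At least 7 matched bases also opened gaps where none had been. These were every region in adult liver (146506 against 262941 in all) and the 5′UTR at e12.5 (10970 against 24197). The first list alone opened the gap in the 5′UTR at e12.5 as well. With 1 list, chosen after seeing the values, the second list closed 10 of 11 gaps and the first list 4, whichever way was used. Over both lists, and chosen after seeing the values, combinations of miRNAs with at least 2 or at least 5 reads closed 13 gaps, sites by miRNA and region 10, combinations by cluster 1 and entries by gene 0.

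The paper's text gives about 30000 mRNA clusters that it calls high-confidence, and does not give the rule behind this. Every listed cluster with an mRNA region was counted here, so the 2 sets may be unlike. The counts were 95118 at e12.5, 45083 at e15.5, 80134 at P7 and 53533 in adult liver. Clusters listed under a single region closed the gap at e15.5 (29024) and in adult liver (33752) and not at e12.5 or P7. Clusters with at least 10 reads closed it at e15.5 (40969) and not at the other stages. Chosen after seeing the values, the first list closed it at e12.5 (25134) and the second list at e15.5 (41550). The paper words its region shares as shares of mRNA clusters, yet the shares of the 3 mRNA regions leave a remainder, so its whole is not clear. Here they are first set beside shares of all clusters, a choice on which the gaps depend. The paper gives 30% in the 3′UTR, against 18.9% at e12.5 and 19.6% in adult liver. Clusters with at least 10 reads came within 1.5 times of it (21.1% at e12.5 and 21.0% in adult liver), and clusters listed under a single region did not. With mRNA clusters as the whole the shares were 41.5% and 29.7%, and in the second list of e12.5 the share was 20.3%, which also closed the gap and were chosen after seeing the values. With mRNA clusters as the whole, however, the CDS held 61.3% at e12.5, 62.8% at e15.5, 63.4% at e18.5, 65.5% at P7 and 72.9% in adult liver, against the paper's 40%, so that this choice opened a gap there. The paper gives 6% in the 5′UTR, against 2.41% at e12.5, 2.61% at e15.5, 3.25% at e18.5, 3.34% at P7 and 3.60% in adult liver. No alternative set before the data were examined closed this gap. With mRNA clusters as the whole, chosen after seeing the values, the shares were 5.27%, 4.70%, 5.89%, 5.20% and 5.47% in the same order.

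The paper states that the early miRNAs dropped to 6% after blood formation left the fetal liver at e18.5, without naming the library. Set beside the e18.5 library, miR-142-3p, miR-144-3p, miR-451a, miR-136-5p and miR-92a-3p together held 39.6% at e18.5. Summing miRNAs with the same seed, the alternative set before the data were examined, did not close the gap (40.0%), nor did the first or second list or the lowest number among gene copies, which were chosen after seeing the values. The sum was 6.70% in adult liver, and whether the paper's 6% refers to that library is not stated, so the gap at e18.5 rests on how the sentence is read. The paper counts 340 miR-122 target genes in the 5′UTR, against 212, and no alternative closed the gap. The paper's Table S5 counts 4 genes with 5′UTR sites in at least 5 libraries and 13 in at least 4, against 10 and 28 here, and no alternative was computed for these. The paper counts 6 libraries and 5 were used here.

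The paper's Table S4 lists 430 genes for miR-122-5p, 92 for miR-126-5p, 40 for miR-127-3p, 215 for miR-136-5p, 217 for miR-142-3p, 530 for miR-144-3p and 230 for miR-194-5p. The numbers counted here were 1139, 296, 161, 874, 636, 1333 and 742 in the same order. Genes in at least 2 libraries, the alternative set before the data were examined, closed all 7 gaps (556, 78, 53, 252, 304, 654 and 282). The gaps closed by number only, as this setting found fewer of the paper's own genes, 85.3%, 54.3%, 65%, 68.4%, 88.0%, 80.9% and 83.0% in the same order, than the 94.4%, 66.3%, 85%, 83.3%, 94.9%, 90.6% and 94.8% found with 1 library.

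The paper states that the Scarb1 peak rose step by step during development. The reads rose to P7 and then fell, from 79.0 to 22.7 rpm of the cluster reads, and from 64.5 to 18.51 rpm of the reads of Table S1. The paper names Scarb1 as a miR-122 target found in this study, and the tables did not list its hexamer under miR-122-5p in any of the 5 libraries. The paper calls miR-122 the most abundant miRNA in the late stages. It had the highest share at P7, and in adult liver it came after 2 others, as let-7c-5p held 15.6% and miR-16-5p 14.0% of the miRNA reads. The paper places the sum of the early miRNAs above a stated limit at the early stages, and 56.3% at e15.5 lay under that limit, as did 56.8% with the same seed summed and, chosen after seeing the values, 58.6% in the second list.

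The paper names motifs of miR-142 and miR-451 as the most enriched at e12.5. CACTAC, matching miR-142-3p, ranked 44 there, and ACACTA, matching the same seed, ranked 7. With the span of the sites alone, chosen after seeing the values, CACTAC ranked 15. The paper describes motifs that follow the highly expressed miRNAs, and the site share of miR-16-5p, whose reads rose, did not differ in the 3′UTR (log2 odds ratio 0.15), while with CDS clusters (0.18), clusters of at least 10 reads (0.20), at least 7 matched bases (0.20) or the P7 library (0.24) it was larger. The paper states a lower limit for the share of 3′UTR clusters with a site of any expressed miRNA. The estimate from cluster numbers, which covers all regions, was above it at P7 (93.3%) and in the second list of e12.5 (91.0%), 1 list at a time having been chosen after seeing the values, and under it elsewhere, the lowest being 76.5% in the first list of e15.5.

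The paper describes a larger part of the miR-122 targets as shared with StarBase than the 24.6% found here, and with genes in at least 2 libraries the share was 32.0%. The paper's own overlap, 243 against 927 3′UTR genes, also lies under the part it describes. Here 280 of 1139 were shared. It counts Ccrn4l among the verified targets that were found, and Ccrn4l was found only when sites in any region were counted. The paper states that Ankrd1, Cyr61, Ctgf and Afp carry no Ago-bound miR-122 seed. Ctgf had 1 site in its 5′UTR with 71 reads in adult liver, and Afp had intronic sites with up to 101 reads. The paper states that all Hippo candidates carry classic target sites. Ppp1cb had no listed site, only 6mers were listed for Ppp2r2a and Rapgef6, and the drawn site of Rapgef6 was not among the listed ones. The drawing for Rapgef6 repeats the sequence drawn for Ppp2r2a. The drawn site of Smurf2 did not match the listed one over the 12 bases compared and is otherwise nearly alike.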

Other observations

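In this part, the tests of the 2 lists, of seed length in the 3′UTR against the change of abundance among the abundant families, of the clusters with most reads, and of the Scarb1 reads outside miRNA genes were chosen only after the result was seen. The limits by which the depth of the lists, the base composition of the seed and the relations across families were read were changed after their first values were known.

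The Scarb1 hexamer lay in a cluster but was not listed for miR-122-5p. The tables may list a site only where the predicted duplex pairs the whole seed. In the clusters, 2947 6mers of miR-122-5p were listed and 181 were not. When the fragments were folded with miR-122-5p, the seed was paired in 97.2% of 181 listed 6mers and in 19.9% of the 181 unlisted ones (two-sided Fisher's exact test, p = 1.95e-58). The Scarb1 fragment, AGAGGACGGATCTGTCACTCCT, was among the unlisted ones without a paired seed. This is consistent with a filter on the duplex, and no biological explanation was tested.

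The 2 lists of each embryonic table were compared. Were they one library listed 2 times, nearly all clusters of the smaller list would recur in the larger one, and 35.1% did at e12.5, 41.4% at e15.5 and 27.6% at e18.5. Between lists of neighbouring stages the overlap ran from 19.6% to 52.3%, with a median of 32.8% over 11 pairs. The median absolute log2 difference of miRNA shares between the lists of a stage was 0.37 at e12.5, 0.60 at e15.5 and 0.48 at e18.5, and it ran from 0.45 to 1.34 between neighbouring stages, with a median of 0.64. The medians are over the 100 most abundant miRNAs. At e12.5 miR-144-3p held 12.0% (11.97 to 12.03) of the first list and 24.3% (24.29 to 24.33) of the second. miR-142-3p held 32.2% of each. Depth alone should leave the shares as they were apart from counting error, so these values argue against lists that differ only in depth. What else sets the lists apart was not tested, and no biological explanation was tested.

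The change of 3′UTR site shares between e12.5 and adult liver was set against the change of miRNA abundance. Across 51 seed families with at least 1000 rpm at either stage, Spearman's rho was 0.295 (permutation p = 0.0367, adjusted p = 0.0979 over 8 relations), which did not pass the adjustment. Across the other 256 families rho was 0.0459 (permutation p = 0.463, adjusted p = 0.463). These are relations across families within these libraries, and families are not independent replicates. Different genes with clusters at the 2 stages were weighed as a technical explanation for the shares of the 12 miRNAs. Among 4628 genes with 3′UTR clusters at both stages, 12 of the 12 miRNAs kept the direction of their change. Counting genes in place of clusters gave the opposite direction for miR-16-5p (-0.59) and miR-26a-5p (-0.22). All 12 log2 odds ratios were lower with genes, so the drop was not particular to these miRNAs. The e12.5 library held 39452 3′UTR clusters in 8411 genes and the adult library 15914 in 5752. A gene thus had more clusters in which a site could lie at e12.5. How much of the drop this takes up was not tested.

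Seed matches in the 3′UTR may lengthen for miRNAs that became more abundant. Across 215 families with at least 100 sites, the change in the share of 8mers and 7mer-m8s was not related to the change of abundance (rho 0.111, permutation p = 0.104, adjusted p = 0.136), while across the 47 abundant families it was (rho 0.461, permutation p = 0.00144, adjusted p = 0.00576). The base composition of the seed was weighed by setting adult reads against the share at e12.5, with rho 0.109 (permutation p = 0.11, adjusted p = 0.136), and against the share in adult liver, with rho 0.107 (permutation p = 0.119). Neither relation passed. Both run over all 215 families and concern the level of the share and not its change, so base composition was not tested for the change among the abundant families, and that pattern stays a hypothesis.

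The overlaps with known miR-122 targets might arise because well covered 3′UTRs appear in any list. Among 84 other miRNAs with a number of 3′UTR target genes within 20% of that of miR-122-5p, the highest overlap with the verified targets was 12 and the median 6, against 23 for miR-122-5p. With the StarBase targets the highest overlap was 138 and the median 101.5, against 280. Coverage alone does not account for these overlaps. The genes found here need a miR-122 seed match, and listed miR-122 targets, above all predicted ones, may carry one as well. Neither the background nor the 84 other miRNAs require that seed. A comparison with genes that carry a miR-122 seed match was not run, so the shared seed remains open as an explanation. The verified and StarBase lists may also share sources with each other, which was not tested.

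The fall of the Scarb1 reads from P7 to adult liver, a log2 change of -1.80, was set against the depth of the adult table. At the 330 3′UTR miR-122-5p sites listed at both stages the median log2 change was -0.46, and 20.9% of the sites fell as much as Scarb1. With reads of clusters outside miRNA genes as the total, the change was -1.25. Neither scaling accounts for the whole of the fall, but each takes up part of it, and Scarb1 lies within the spread of single sites. The adult table held more cluster reads than the P7 table, 24885228 against 16499162, and 4967995 against 4829033 outside miRNA genes. It listed fewer clusters, 81194 against 124781. The reads at the hexamer still fell from 1304 to 565, which argues against a lower depth of the adult table as the cause. The spread of single sites remains open as an explanation. A biological fall is a hypothesis only, because each stage has 1 table without labelled replicates. No biological explanation was tested.

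The clusters with most reads lay largely at miRNA genes, and may be reads of the miRNAs themselves and not of targets. Of the 100 clusters with most reads, 78% lay in annotated miRNA genes at e12.5, 72% at e15.5, 68% at e18.5, 79% at P7 and 74% in adult liver. No biological explanation was tested for these.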
